# Tissue rigidity phase transition shapes morphogen gradients

**DOI:** 10.1038/s41556-026-01954-4

**Published:** 2026-05-14

**Authors:** Camilla Autorino, Diana Khoromskaia, Louise Harari, Elisa Floris, Harry Booth, Cristina Pallares-Cartes, Vesta Petrasiunaite, Michael Dorrity, Bernat Corominas-Murtra, Zena Hadjivasiliou, Nicoletta I. Petridou

**Keywords:** Mesoderm, Gastrulation, Biophysics, Body patterning

## Abstract

During development, local mechanochemical cues within the cell microenvironment are translated into signalling pathways that drive cell fate decisions. Yet, as cells differentiate collectively, how global tissue-level properties shape these instructive cues remains unclear. Here we show that a tissue-scale rigidity transition guides patterning by tuning the length scales and timescales of morphogen signalling. By combining rigidity percolation theory, reaction–diffusion modelling, quantitative imaging and optogenetics in zebrafish, we uncover dynamical global tissue rigidity patterns that actively shape the Nodal morphogen gradient by locally changing its concentration and accelerating its signalling activity. In this self-generated mechanism, Nodal, besides instructing meso-endoderm fate specification, increases cell–cell adhesion strength via regulating planar cell polarity genes. Once the adhesion strength reaches a critical point, it triggers a rigidity transition which, in turn, induces the collapse of tissue porosity. The abrupt tissue reorganization negatively feeds back on Nodal signalling, impacting both its length scales, by restricting Nodal diffusivity, and its timescales, by speeding up the expression of its antagonist Lefty, thereby ensuring timely signal termination and robust patterning. Overall, we uncover a multiscale regulatory mechanism by which positional information and tissue material properties dynamically tune one another.

## Abstract (web summary)

Autorino et al. report a feedback loop between Nodal signalling and tissue phase transitions in zebrafish embryos. Nodal alters adhesion, triggering tissue rigidification and reduced porosity, which limits its diffusion and speeds up Lefty expression.

## Main

Embryo development is driven by processes spanning levels of biological organization. Accordingly, cell fate decisions, while guided by local mechanochemical signals generated at the level of the cell, may integrate information conveyed by properties arising at the supracellular or collective level, such as tissue rigidity, pressure or geometry^1–4^. How the cellular macroenvironment impacts cell fate decisions is still elusive, largely owing to the lack of approaches integrating tissue properties from a collective standpoint.

Recent work has grounded the shift between collective tissue states, for example, solid-like and fluid-like, to theoretical frameworks of material-phase transitions^5–9^. During phase transitions, the tissue collective material state changes abruptly when a smoothly varying cell control parameter, such as cell–cell adhesion or cell shape, crosses a specific value, the ‘critical point’^10–18^. In turn, tissue material properties are ultimately guided by the developmental programmes of cell fate specification, such as morphogen signals^14,19–22^. For instance, tissue rheological measurements in zebrafish embryos showed that Nodal signalling together with non-canonical Wnt signalling promote tissue solidification^14,19^, whereas in the avian skin, FGF and BMP signalling promote tissue solidification and fluidization, respectively^21^. Conversely, morphogen transport itself may be influenced by changes in the tissue architecture that defines the geometry of the extracellular space where morphogens diffuse or are taken up by cells^23–29^. If and how morphogen signalling and dynamic switches in tissue organization are coregulated and what are the functional implications of such an interplay remain open questions.

We explore these questions in the early zebrafish embryo, where spatiotemporal variations in blastoderm tissue viscosity coincide with its exit from pluripotency^19^, with the latter being driven by the Nodal morphogen^30^. At the blastula stage, the blastoderm is composed of pluripotent cells surrounded by interstitial fluid (Fig. 1a,b; *t* = 0 min). The first patterning event occurs at the onset of epiboly, when Nodal ligands, synthesized in the yolk syncytial laye (YSL), are secreted in the blastoderm forming a gradient along the animal–vegetal (A–V) axis^31–33^ (Fig. 1a,a’). When the marginal cells receive Nodal, Smad2/3 gets phosphorylated and enters the nucleus^34,35^ to initiate the transcription of meso-endodermal genes, Nodal itself and its inhibitor Lefty^33,36,37^ (Fig. 1a’), defining the specification region of the meso-endodermal layer (Fig. 1a,b; *t* = 60 min). At the same stage, an abrupt tissue fluidization of the central blastoderm occurs, with the specification zone exhibiting viscosity measurements more than an order of magnitude higher than the still pluripotent blastoderm^19^ (Fig. 1b; *t* = 30–60 min). The changes in blastoderm viscosity are the result of a rigidity phase transition restructuring the tissue in the two regions: although the pluripotent and meso-endodermal regions exhibit slight differences in control parameters of tissue rigidity, for example, cell connectivity and cell–cell adhesion strength^14,16^, they exhibit dramatic differences in tissue-scale rigidity (Extended Data Fig. 1a–d). This prompted us to hypothesize that morphogen signalling and collective tissue rigidity operate via a biochemical–biophysical feedback.

**Fig. 1:**
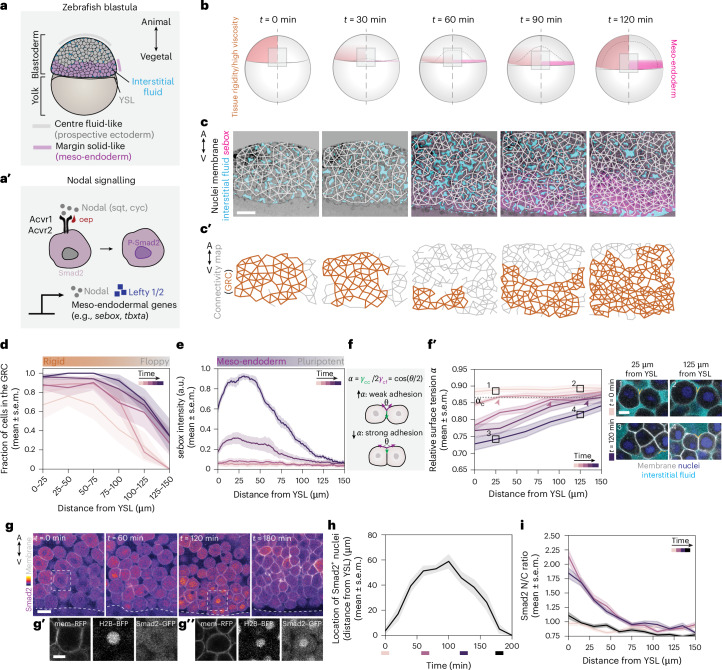
Meso-endodermal patterning in zebrafish correlates spatiotemporally with a tissue rigidity phase transition. **a**, Schematic diagram of the zebrafish embryo at blastula stage, composed of the blastoderm, yolk and YSL. The blastoderm is composed of loosely-attached cells surrounded by interstitial fluid (cyan). The meso-endodermal layer is at the blastoderm margin. **a’**, Schematic diagram of cell response to Nodal signalling, including phosphorylation of Smad2/3, translocation to the nucleus and transcription of *nodal*, *lefty* and meso-endodermal genes. **b**, Schematic diagram of the zebrafish embryo during meso-endoderm specification (right), coinciding with changes in blastoderm rigidity and viscosity (left). **c**, Exemplary projected confocal sections from timelapse of transgenic embryos expressing eGFP in meso-endodermal progenitor cells (Tg(mezzo:eGFP), *sebox*)) labelled with membrane–RFP, H2B–BFP and dextran-647 in the interstitial fluid, with overlaid connectivity maps. **c’**, Rigidity analysis of the cellular networks shown in **c**, with the GRC shown in dark orange. **d**,**e**, Plots of the distribution of the GRC (**d**) and *sebox* intensity (**e**), as a function of the distance from the YSL over time, at time intervals of 30 min. The shaded bars indicate the rigid–floppy boundary in **d** and the meso-endoderm–prospective ectoderm boundary in **e**. Data are presented as mean ± s.e.m. (*n* = 4 embryos for **d**, *n* = 8 embryos for **e**). **f**, Schematic diagram of the relative surface tension *α* as defined by the Young–Dupré relation, measured by the contact angle. **f’**, Plot of the distribution of *α* as a function of the distance from the YSL over time (left), at time intervals of 30 min, and exemplary confocal images of the contact angles (right) in the different blastoderm regions and timepoints (regions 1 and 3: cells close to YSL; regions 2 and 4: cells further away from YSL). Data are presented as mean ± s.e.m. (*n* = 8 embryos). **g**, Exemplary 2D confocal sections from live embryos labelled for membrane–RFP, H2B–BFP and Smad2-GFP. The dotted line indicates the YSL. Dotted boxes indicate close-ups at timepoints *t* = 0 min (**g’**) and at *t* = 120 min (**g”**). **h**, Plot of the distribution of nuclear Smad2-positive cells across the A–V axis as a function of time. Shaded boxes indicate the timepoints shown in **g**. Data are presented as mean ± s.e.m. (*n* = 6 embryos). **i**, Plot of the Smad2–GFP N/C ratio intensity over time as a function of the distance from YSL (*n* = 3 embryos), at time intervals of 60 min. Data are presented as mean ± s.e.m. Scale bars, 50 μm (**c**), 10 μm (**f’**, **g’** and **g”**), 20 μm (**g**). Source data

To identify a potential feedback regulation between morphogen gradients and emergent tissue properties, we combined quantitative live imaging to map the tissue material state and Nodal morphogen signalling dynamics, together with genetics and optogenetics to modulate signalling and tissue phase transitions, respectively. This allowed us to mechanistically describe a closed feedback between Nodal gradient formation and tissue phase transitions. Combining experiments with a theoretical framework that integrates tissue phase transitions and reaction–diffusion biochemical networks, we show that this feedback is functionally distinct from previously identified mechanisms where mechanics correct already established patterning via sorting^38–41^. The autoregulatory biophysical feedback identified here dynamically tunes the length scales and timescales of the Nodal gradient to adapt the exit from pluripotency to the rapidly changing tissue architecture. Therefore, this work uncovers macroscopic mechanisms of morphogen gradient formation, where transitions in collective tissue physical states do not simply define tissue deformability^14,17,19,42–46^ but directly regulate the instructive cues of cell fate decisions.

## Results

### Patterning during a rigidity transition

To explore the interplay between meso-endodermal patterning and tissue material-phase transitions, we quantified the joint spatiotemporal dynamics of cell fate and tissue material properties. As a readout of cell fate specification, we live-imaged the ventrolateral marginal blastoderm of zebrafish embryos labelled for membrane, nuclei, interstitial fluid and the meso-endodermal marker *sebox*^47^, starting at pluripotent stages (*t* = 0 min) until the onset of gastrulation (*t* = 120 min) (Fig. 1b,c,e). To quantify the material state of the blastoderm, we used rigidity percolation theory, a framework mapping the network representation of a material to its deformability^48,49^. Embryonic tissues can be abstracted as cellular networks, in which cell centroids are nodes and cell–cell contacts behave as viscoelastic bonds^14,16,50^ (Fig. 1c). Within this framework, the material response can be inferred by evaluating the size of the largest network cluster within which nodes have no independent movements, a collective property of the network referred to as the giant rigid cluster (GRC; Fig. 1c’). A transition in the GRC size occurs once the network crosses a critical point in the control parameter cell–cell connectivity, <*k*>, defined as the average number of contacts per cell^48,49,51^ (<*k*_c_> ≈ 4, approximately two-thirds of maximum average connectivity; Extended Data Fig. 1a,a’). Using this approach, we detect a transient spatial correlation between the specification zone and the rigid domain, where the former is secluded within the GRC at the blastoderm margin (Fig. 1c–e; *t* = 60–90 min). This effectively creates a physical boundary between the specifying domain and the overlaying pluripotent tissue (Fig. 1d,e, Extended Data Fig. 1e and Supplementary Movie 1). The co-occurring changes in the two macroscopic properties, meso-endodermal fate and tissue rigidity, prompted us to ask if their microscale regulators are spatiotemporally coordinated.

We explored the above question by quantifying the dynamics of the microscopic components regulating meso-endodermal fate and tissue rigidity. For meso-endodermal fate, we focused on the Nodal gradient. We performed live imaging of Smad2 and quantified the number and spatial distribution of cells with nuclear Smad2 (Fig. 1g,h, Extended Data Fig. 1f and Supplementary Movie 2). In agreement with previous reports^52–56^, we observe a short Nodal signalling range along the A–V axis, where only the first three to four most marginal cell tiers receive Nodal (closer to YSL), while cells retain the signal for ~3 h (Fig. 1h and Extended Data Fig. 1f). This pattern matches Nodal activation levels as evaluated via live imaging and quantification of the nuclear-to-cytoplasmic (N/C) ratio signal (Fig. 1i) and P-Smad2/3 immunostaining (Extended Data Fig. 1g,h), where a short-range signalling gradient is observed which steepens over time and eventually turns off.

We then quantified connectivity and GRC size along the A–V axis, to elucidate if the spatial rigidity pattern emerges as a function of spatial gradients in connectivity. We found that when the marginal tissue is still at pluripotency, the tissue is poised close to the critical point in connectivity, <*k*_c_> (Extended Data Fig. 1i). As specification progresses, connectivity increases and crosses the critical point in the most marginal cells (Extended Data Fig. 1i). The changes in connectivity seem to mainly result from a gradient in cell–cell adhesion strength (Fig. 1f,f’), which also acts as a control parameter of tissue rigidity^16,57^ (Extended Data Fig. 1b). Cell–cell adhesion strength can be inferred by the Young–Dupré relation, where the non-dimensional parameter *α*, defined as the ratio between cell–cell and cell–fluid surface tensions acting at the contact, can be derived from the angle formed at the contact edge^14,16,58–62^ (Fig. 1f and Extended Data Fig. 1b’). Quantifying *α* along the A–V axis revealed that, similarly to connectivity, at pluripotency, the tissue is poised close to the critical point of the relative surface tension (*α*_c_ ≈ 0.866) (Fig. 1f’, box 1, and Extended Data Fig. 1j) and, during specification, the most marginal cells reduce their *α* values below *α*_c_, becoming therefore more adhesive (Fig. 1f’, box 3, and Extended Data Fig. 1j). Given that the critical points in *α* and <*k*> are crossed along the A–V axis, this suggests that during the rigidity transition, the initial spatial isotropy of the tissue is broken, polarizing the GRC towards the specification zone. To test if the slight gradient in the control parameters is sufficient to polarize tissue rigidity, we simulated networks and tissues with and without a gradient in <*k*> and *α*, respectively, and explored potential changes in the GRC location along the A–V axis (Extended Data Fig. 1k–n). Networks with spatially isotropic connectivity values close to criticality position the GRC at any location along the axis (Extended Data Fig. 1k,l). By contrast, under the same <*k*> values, a slight gradient in connectivity breaks the symmetry and polarizes the GRC towards the supercritical connectivity regions (Extended Data Fig. 1k,l and Supplementary Theory Note). The same trends are seen for *α*, where in silico rigidification in the presence of a slight gradient in *α* is sufficient to polarize the GRC along the A–V axis, concentrating its presence to the subcritical regions of *α* (Extended Data Fig. 1m,n and Supplementary Theory Note).

Overall, the above results show that, during patterning, the Nodal morphogen gradient arises together with a cell–cell adhesion gradient. The latter triggers a symmetry-breaking event in the initially isotropic tissue material state, correlating the spatiotemporal dynamics of tissue rigidification to specification.

### A Nodal–tissue rigidity feedback loop

The correlation between the spatiotemporal dynamics of patterning and tissue rigidity prompted us to ask whether Nodal signalling and the control parameters that drive tissue rigidification are functionally linked. First, we explored if Nodal signalling drives tissue rigidification. To this end, we quantified *α*, connectivity and GRC in embryos that either lack Nodal signalling (*MZoep*, mutant for Nodal coreceptor^34,63^) or have increased Nodal signalling (*MZlefty1/2*, mutant for Nodal inhibitors^56^) (Fig. 1a’). By contrast with wild-type embryos, nuclear Smad2 signal is absent in *MZoep* embryos, confirming that Nodal signalling is impeded. Inversely, the nuclear Smad2 region expands in *MZlefty1/2* embryos, confirming that Nodal signalling is enhanced (Fig. 2a,d,e, Extended Data Fig. 2j and Supplementary Movie 2). In *MZoep* embryos, connectivity and *α* values remain close to criticality (Fig. 2b,c and Extended Data Fig. 2a), resulting in a random distribution of the GRC across the A–V axis (Fig. 2a,a’,f and Extended Data Fig. 2b). This resembles the rigidity profiles of the in silico tissues without a gradient in their control parameter (Extended Data Fig. 1k–n). Conversely, in *MZlefty1/2* mutants, connectivity and *α* values change faster (Fig. 2b,c and Extended Data Fig. 2a), with tissue rigidity percolating throughout the entire tissue (Fig. 2a,a’,f and Extended Data Fig. 2b). Altogether, these experiments show that Nodal signalling sets the spatial rigidity pattern of the zebrafish margin by regulating cell–cell adhesion and polarizing a highly connected rigid cluster of cells towards the margin (Fig. 2f,g).

**Fig. 2:**
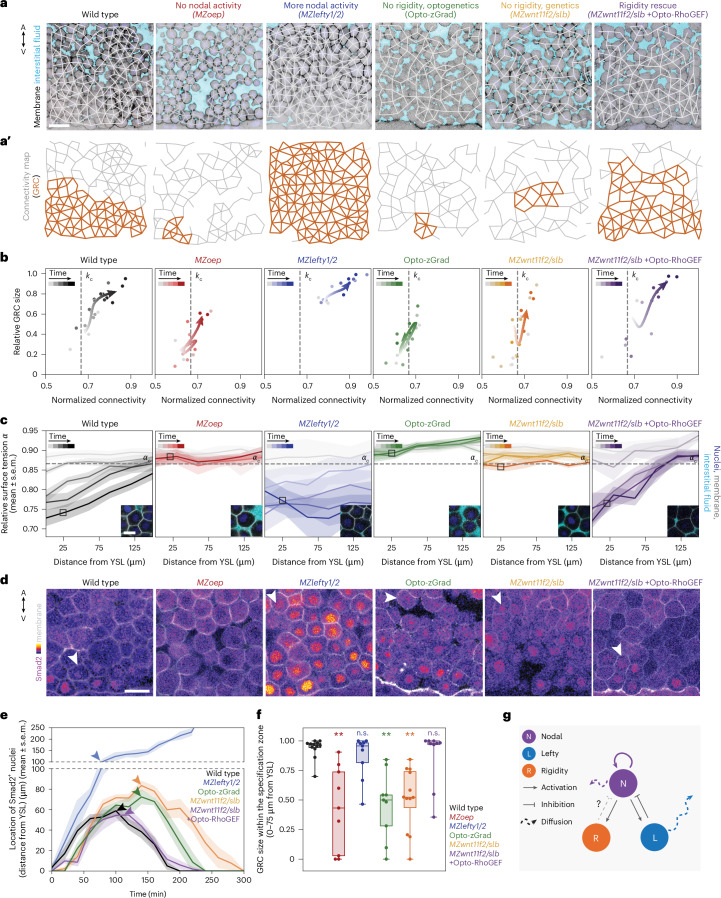
Nodal triggers a tissue rigidity phase transition along the A–V axis, which feedbacks to terminate Nodal signalling. **a**, Exemplary 2D confocal sections at *t* = 90 min for wild-type, *MZoep*, *MZlefty1/2*, Opto-zGrad, *MZwnt11f2/slb* and *MZwnt11f2/slb* +Opto-RhoGEF embryos labelled with membrane–RFP (α-catenin–citrine in Opto-zGrad) and dextran-647 for interstitial fluid (**a**), with overlaid connectivity maps and their corresponding rigidity profiles (**a’**). **b**, Plots of GRC size as a function of connectivity over time for the conditions shown in **a**. Dashed lines indicate *k*_c_. The shaded arrow connects the mean connectivity and GRC values for each timepoint (*n* = 4 embryos wild type, *n* = 3 *MZoep*, *n* = 3 *MZlefty1/2*, *n* = 3 Opto-zGrad, *n* = 4 *MZwnt11f2/slb*, *n* = 3 *MZwnt11f2/slb* +Opto-RhoGEF). **c**, Plots of the relative surface tension *α* as a function of the distance from the YSL over time for the conditions shown in **a**, with exemplary high magnification confocal sections depicting the contact angles. Dashed lines indicate *α*_c_. Data are presented as mean ± s.e.m. (wild type: *n* = 12,274 contact angles, *N* = 8 embryos; *MZoep*: *n* = 4,003, *N* = 3; *MZlefty1/2*: *n* = 3,651, *N* = 3; Opto-zGrad: *n* = 2,575, *N* = 3; *MZwnt11f2/slb*: *n* = 6,224, *N* = 6; *MZwnt11f2/slb* +Opto-RhoGEF: *n* = 2,386, *N* = 3). **d**, Exemplary 2D confocal sections of embryos from the conditions described in **a** labelled with membrane–RFP (α-catenin–citrine in Opto-zGrad) and Smad2–GFP. The white arrowheads indicate the largest distance from the YSL with Smad2-positive nuclei. **e**, Plot of the distribution of nuclear Smad2-positive cells as a function of time for the conditions shown in **a**. Arrowheads indicate the timepoints at which the images in **d** were selected, corresponding to the peak of Nodal activity length scale. Data are presented as mean ± s.e.m. (*n* = 6 embryos wild type, *n* = 3 *MZlefty1/2*, *n* = 3 Opto-zGrad, *n* = 4 *MZwnt11f2/slb*, *n* = 3 *MZwnt11f2/slb* +Opto-RhoGEF). **f**, Quantification of GRC relative size in the specification zone (0–75 μm form YSL), for all the conditions in **a**, from *t* = 60 min to *t* = 120 min. Box plots show the median (centre line), the interquartile range (IQR, box: 25th to 75th percentiles) and whiskers extending to the minimum and maximum data values (*n* = 12 wild type, *n* = 9 *MZoep*, *n* = 9 *MZlefty1/2*, *n* = 9 Opto-zGrad, *n* = 12 *MZwnt11f2/slb*, *n* = 9 *MZwnt11f2/slb* +Opto-RhoGEF) **g**, Illustration of the Nodal–Lefty–rigidity interaction network. The time axes shown in **b** and **c** correspond to time intervals of 30 min. Statistics in **f**: Kruskal–Wallis followed by Dunn’s multiple comparison test, compared with wild type. All tests were two-sided. *MZoep* *P* = 0.002. *MZlefty1/2* *P* = 0.99, Opto-zGrad *P* = 0.002, *MZwnt11f2/slb* *P* = 0.002, *MZwnt11f2/slb* +Opto-RhoGEF *P* = 0.99. Scale bars, 25 μm (**a**), 10 μm (**c**), 20 μm (**d**). n.s., non-significant. Source data

As a next step, we asked if the collective material state affects meso-endoderm specification. To address this, we monitored Nodal dynamics using Smad2 live imaging in tissues with altered material properties. Our previous findings showed that tissue rigidity can be precisely altered by finetuning the relative surface tension *α* using optogenetic tools^16^. To this end, we used a degradation-based optogenetic system (Opto-zGrad)^16,64,65^ (Extended Data Fig. 2c) to maintain *α* close to *α*_c_ and, thus, inhibit the polarization of the rigid domain. Specifically, we mildly reduced α-catenin levels by inducing its degradation in a spatiotemporally resolved manner (Extended Data Fig. 2d,e) to inhibit the decrease of *α* in the most marginal cells (Fig. 2a–c,f and Extended Data Fig. 2a,b). Remarkably, when examining Nodal signalling we observed that more cells and cells further away from the YSL display nuclear Smad2, indicating a shift in the length scales of Nodal signalling in the fluidized embryos (Fig. 2d, e and Extended Data Fig. 2j). Moreover, Smad2 remains active for a longer period, suggesting that the tissue material state also influences the timescale of Nodal signalling (Fig. 2e and Extended Data Fig. 2j). Importantly, the change in Smad2 dynamics is not due to indirect effects of cell–cell adhesion on other signalling pathways, such as Wnt–β-catenin^66^, as there is no difference in β-catenin staining between wild-type and Opto-zGrad embryos (Extended Data Fig. 2g–i). Taken together, these results show that tissue rigidity can impact Nodal signalling by restricting its spatial and temporal dynamics.

Given that the adhesion gradient and emergent rigidity observed in wild-type embryos are instructed by Nodal, we hypothesized that Nodal controls its own termination not only biochemically, via the activation of its inhibitor Lefty, but also mechanically by regulating tissue rigidity. To explore such potential negative feedback, we first asked how Nodal might influence cell–cell adhesion strength. Previous work has shown that the expression of the planar cell polarity ligand, *wnt11f2*, is downstream of Nodal signalling^67^ and that *MZwnt11f2/slb* mutant embryos^68^ display weaker cell–cell adhesion and a lower blastoderm viscosity than wild-type embryos^19^. We thus analysed the dynamics of cell and tissue properties in *MZwnt11f2/slb* mutant marginal tissues over time and space. Similarly to *MZoep* embryos, the *MZwnt11f2/slb* marginal tissue exhibits no gradient in connectivity and *α* along the A–V axis (Fig. 2b,c and Extended Data Fig. 2a), which remain close to their corresponding critical points, resulting in the absence of a spatially organized rigidity pattern (Fig. 2a,a’,f and Extended Data Fig. 2b). Given that *MZwnt11f2/slb* marginal cells are competent for meso-endoderm specification^68^, we investigated the effects of the absence of polarized tissue rigidity on Nodal signalling. The fluidized mutants exhibit a higher number of nuclear Smad2-positive cells which are positioned further away from the margin, and the signal is retained longer (Fig. 2d,e, Extended Data Fig. 2j and Supplementary Movie 2), thereby phenocopying the Opto-zGrad embryos. This result supports the hypothesis that Nodal is instructing changes in tissue-scale rigidity by patterning cell–cell adhesion along the A–V axis, mediated via Wnt11f2 signalling.

If the Nodal–Wnt11f2-driven rigidity negatively feeds back to terminate Nodal signalling, one would expect to rescue the Nodal signalling dynamics observed in *MZwnt11f2/slb* mutants, solely by re-establishing tissue rigidity. To test this, we made use of the Opto-RhoGEF tool^16,69,70^ (Extended Data Fig. 2f) to increase cell contractility and reduce the relative surface tension *α* in the most marginal cells, thereby reintroducing a cell–cell adhesion gradient in the *MZwnt11f2/slb* mutants. Light activation of Opto-RhoGEF in *MZwnt11f2/slb* embryos decreases *α* in a graded manner, restoring levels comparable to those in wild-type embryos (Fig. 2c). This re-introduces a gradient in connectivity (Fig. 2b and Extended Data Fig. 2a) and polarizes tissue rigidity towards the YSL (Fig. 2a,a’,f and Extended Data Fig. 2b). Strikingly, the rescue of the tissue rigidity pattern is sufficient to fully rescue nuclear Smad2 spatial and temporal dynamics, resembling those observed in wild-type embryos (Fig. 2d,e, Extended Data Fig. 2j and Supplementary Movie 2).

Altogether, these experiments demonstrate that an adhesion-driven tissue rigidity transition negatively feeds back to Nodal signalling dynamics, in a self-generated manner.

### A rigidity transition restricts Nodal diffusivity

The established regulation of Nodal activity is that Nodal, as a short-range activator, induces its own expression and that of its antagonist Lefty^27,33,36,37,52^. Lefty, as a long-range repressor, inhibits Nodal activity by diffusing further away and binding to both Nodal and the coreceptors^27,52,56,71,72^. To understand how tissue rigidity regulates Nodal activity, we explored its potential involvement in the Nodal–Lefty biochemical network (Fig. 2g). Theoretical approaches indicate that the geometry of a porous environment through which particles disperse impacts diffusivity^73–75^. In the context of morphogen transport, the role of tissue architecture has been considered in poro-elastic tissues^23^, while experimental work proposed that the extracellular fluid structure can locally change morphogen concentration and diffusivity^24,28,76^. Furthermore, our recent work showed that tissue rigidification occurs in parallel to drastic changes in tissue porosity^16^. We therefore hypothesize that the rapid tissue reorganization occurring during tissue rigidification may directly influence Nodal kinetics within the timeframe of specification. The idea is underlined by the fact that, at *α*_c_, there is a sudden closure of small interstitial gaps between the cells via the formation of tricellular contacts^16^ (Extended Data Fig. 3a). This topological change leads to an abrupt collapse of the 3D interstitial fluid network (see Supplementary Theory Note Fig. SN3), in which Nodal diffuses, raising the hypothesis that a reduction in tissue porosity may restrict Nodal transport.

Quantification of tricellular contact formation during meso-endoderm specification revealed that, in wild-type pluripotent tissues with *α* close to *α*_c_, most of the potential tricellular contacts are open (Fig. 3a,a’). As a result, the interstitial fluid network percolates through the 3D tissue (Fig. 3a”, left). However, during specification, the tricellular contacts abruptly close when *α* crosses *α*_c_ (Fig. 3a,a’), collapsing the interstitial fluid network (Fig. 3a’’, right). The relationship between tricellular contact formation and *α* is consistent for all experimental conditions (Fig. 3a–c and Extended Data Fig. 3c), supporting the claim that the topological changes leading to the rigidity phase transition occur under the same conditions at which the geometry of the cell–cell contacts triggers the collapse of the interstitial fluid network. Quantification of tissue-scale interstitial fluid fraction as a function of *α* revealed that porosity declines even more below *α*_c_, after the tricellular contacts are closed (Fig. 3d), suggesting that porosity may be further affected by the 3D geometrical changes of multicellular contacts. We mathematically predict that although at *α*_c_ the interstitial fluid gaps vanish at tricellular points, they are still present in the central points of tetrahedral cell structures and quadrilateral gaps (Extended Data Fig. 3b and Supplementary Theory Note). By further reducing *α*, we find that at *α* ≈ 0.707 all 3D interstitial fluid gaps close in a sufficiently dense packing, reaching a minimal tissue porosity (Fig. 3d and Supplementary Theory Note). Crucially, when comparing theoretical predictions on tissue porosity against experiments, we conclude that the geometrical changes induced by the contact surface tensions can explain the changes in tissue porosity (Fig. 3d). The dynamic but drastic changes in tissue architecture occurring during specification suggest that concomitant effects on Nodal transport may arise.

**Fig. 3:**
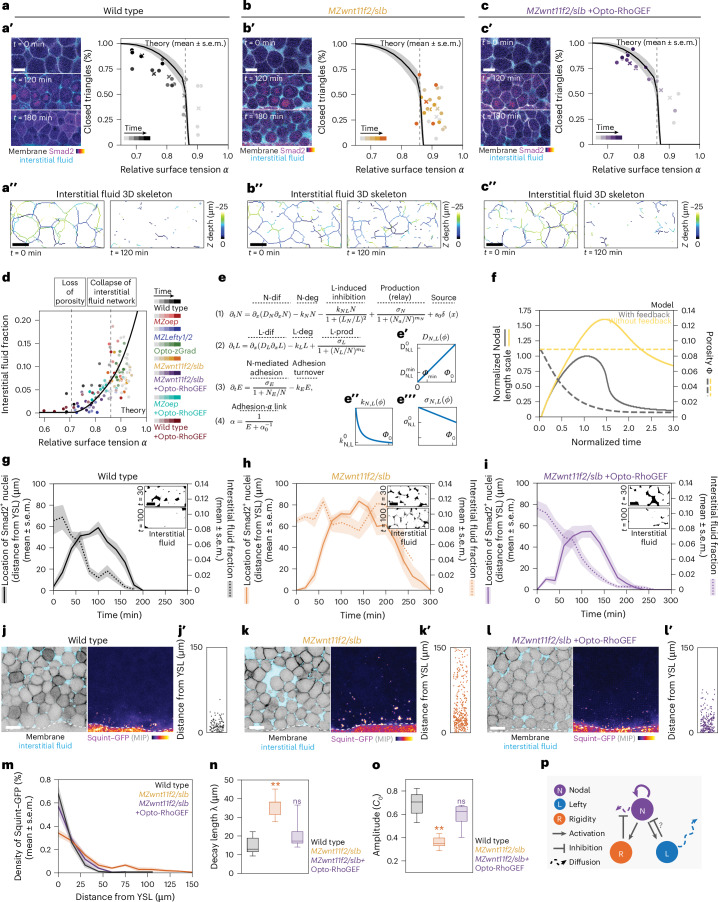
A rigidity–porosity transition negatively feeds back to Nodal signalling by restricting Nodal diffusivity. **a**–**c**, Left: Exemplary 2D confocal sections of the marginal cells close to the YSL over time in wild-type (**a’**), *MZwnt11f2/slb* (**b’**) and *MZwnt11f2/slb* +Opto-RhoGEF (**c**’) embryos labelled with membrane–RFP, Smad2–GFP and dextran-647 for interstitial fluid. Right: Quantification of the percentage of closed tricellular contacts as a function of *α* for each experimental condition. Dots indicate single embryos and crosses indicate the mean for each timepoint. Timepoints are every 30 min. Black curves show simulations of the relationship between *α* and closed tricellular contacts. Data are presented as mean ± s.e.m. (theoretical results from ref. ^16^). The dotted grey line indicates *α*_c_ (*n* = 4 embryos wild type, *n* = 4 *MZwnt11f2/slb*, *n* = 3 *MZwnt11f2/slb* +Opto-RhoGEF). **a”**–**c”**, Exemplary 3D projections of the interstitial fluid skeleton at early and late timepoints in all experimental conditions, highlighting the changes in interstitial fluid connectivity during the rigidity transition. **d**, Interstitial fluid fraction as a function of *α*, for all experimental conditions (*n* = 4 embryos wild type; *n* = 3 *MZoep*; *n* = 3 *MZlefty1/2*; *n* = 3 Opto-zGrad; *n* = 4 *MZwnt11f2/slb*; *n* = 3 *MZwnt11f2/slb* +Opto-RhoGEF; *n* = 3 *MZoep* +Opto-RhoGEF; *n* = 3 wild type +Opto-RhoGEF). Dashed lines indicate the critical points in *α* at which the tricellular gaps close and the interstitial fluid network collapses (*α*_c1_ ≈ 0.866) and all 3D multicellular gaps close and porosity is minimized (*α*_c2_ ≈ 0.707) (Supplementary Theory Note Figs. 2 and 3). **e**, Equations implemented to describe the biochemical feedback between Nodal and Lefty and between local Nodal levels and cell–cell adhesion. Equations 1 and 2 capture diffusion (dif), degradation (deg) and production (prod) of Nodal (N) and Lefty (L), respectively. The model was adapted from ref. ^77^. Equation 3 describes the accumulation of adhesion molecules as a response to Nodal levels. The plots show scaling relationships between porosity and diffusion (**e’**), degradation (**e”**) and production (**e”’**) rates (Supplementary Theory Note). **f**, Interstitial fluid fraction and Nodal range as a function of time from simulations with (grey) and without (yellow) the porosity feedback. Time is normalized to the time of maximal Nodal length scale in simulations with feedback. **g**–**i**, Quantification of Nodal range (left *y* axis, continuous line) and interstitial fluid fraction (right *y* axis, dashed line) for wild-type (**g**), *MZwnt11f2/slb* (**h**) and *MZwnt11f2/slb* +Opto-RhoGEF (**i**) embryos over time. Data are presented as mean ± s.e.m. (wild type: *n* = 6; *MZwnt11f2/slb* *n* = 4; *MZwnt11f2/slb* +Opto-RhoGEF: *n* = 3). The insets show exemplary interstitial fluid distributions at the onset and peak of Nodal signalling (*n* = 3 for all conditions). **j**–**l**, Left: Exemplary 2D confocal sections of the most marginal cells in wild-type (**j**), *MZwnt11f2/slb* (**k**) and *MZwnt11f2/slb* +Opto-RhoGEF (**l**) embryos labelled with membrane–RFP and dextran-647 for interstitial fluid. Right: MIPs of the same embryos labelled with Squint–GFP. Dashed lines indicate the YSL. **j’**–**l’**, Plots of the distribution of Squint–GFP spots as a function of the distance from the YSL for the depicted embryos in **j** to **l**. **m**, Plot of the Squint–GFP gradient distribution for the experimental conditions shown in **j** to **l**. Data are presented as mean ± s.e.m. (*n* = 5 embryos for each condition). **n**,**o**, Box plots of the fitted decay length *λ* and amplitude *C*_0_ for each condition. Box plots show the median (centre line), the IQR (box: 25th to 75th percentiles) and whiskers extending to the minimum and maximum data values (*n* = 5 embryos for each condition). **p**, Illustration of the Nodal–Lefty–rigidity network, showing the negative feedback from rigidity to Nodal effective diffusivity. Statistics for **n** and **o**: Kruskal–Wallis test followed by Dunn’s multiple comparisons test, compared with wild type. All tests were two-sided. *MZwnt11f2/slb* *P* = 0.0013 (**n**), *P* = 0.0040 (**o**); *MZwnt11f2/slb* +Opto-RhoGEF P > 0.999 (**n** and **o**). Scale bars, 20 μm (**a’**–**c’**, **a”**–**c”**, **g**–**i** and **j**–**l**). Source data

To investigate how the spatial and temporal dynamics of Nodal could be altered by the dynamic changes in tissue porosity, we developed a theoretical framework that integrates a biochemical feedback between Nodal and Lefty on the basis of previous reports^27,52,77^, together with a feedback between ligand dispersal and tissue porosity (Fig. 3e). We first obtained scaling relationships between tissue porosity and morphogen diffusion, degradation and production from first principles (Fig. 3e’–e”’ and Supplementary Theory Note). To model the response of tissue porosity to Nodal levels, we assumed that *α* is a function of adhesion^16,58^ and that Nodal activates adhesion factors. These assumptions were supported by our experimental data showing that tissues undergoing rigidification also display increased levels of α-catenin, which are Nodal/Wnt11f2 dependent (Fig. 3e, equations 3 and 4, and Extended Data Fig. 3d–f). We further used the derived relationship between tissue porosity and *α* (Fig. 3d and Supplementary Theory Note). On the basis of these assumptions, we found that, in the presence of feedback between Nodal and porosity, the coordinated dynamics of Nodal and porosity are consistent with those seen in wild-type embryos: Smad2 turns on and reaches its peak, followed by a sharp drop in porosity and, then, a timely termination of the Smad2 signal (Fig. 3f, grey lines, and Fig. 3g). In the absence of feedback between Nodal and porosity, the model predicts that, while porosity remains constant, Nodal signalling reaches further away from the source and takes longer to switch off (Fig. 3f, yellow lines). Importantly, this profile matches the relationship between porosity and Nodal dynamics in the *MZwnt11f2/slb* embryos, which display little decline of the interstitial fluid fraction, showing a larger range of Smad2 and a delay in turning off (Fig. 3h). Experimentally, the spatiotemporal Nodal dynamics in *MZwnt11f2/slb* are fully rescuable when restoring tissue rigidity and porosity dynamics via optogenetic increase of cell–cell adhesion strength (Fig. 3i). Further increasing cell–cell adhesion strength using optogenetics in already rigid tissues (wild type+Opto-RhoGEF) (Extended Data Fig. 3g) does not further reduce tissue porosity because porosity plateaus beyond a certain value of relative surface tension *α* (Fig. 3d and Extended Data Fig. 3h). Importantly, these tissues display Nodal levels of similar length and timescales (Extended Data Fig. 3h,i), suggesting that the restriction of the Nodal spatiotemporal range is unlikely to reflect a mechanosensitive crosstalk between cell contractility and cell–cell adhesion with Nodal signalling^78^. Instead, the rigidity transition and the concomitant reduction in tissue porosity appear as the main physical factors restricting Nodal dynamics.

Given that the model assumes that tissue porosity changes Nodal diffusivity, we experimentally assessed the effects of porosity on Nodal dispersal. To test this, we expressed a fluorescently-tagged version of the Nodal ligand Squint in the YSL^27,72^ (Extended Data Fig. 3k) and quantified its length scale. In wild-type embryos, which rigidify and have reduced porosity, the Nodal ligand gradient is short range, in agreement with previous reports^27,52,79^ (Fig. 3j,j’). However, in *MZwnt11f2/slb* embryos, where the tissue is more porous, the Nodal ligand becomes long range (Fig. 3k,k’). This phenotype could be fully rescued by optogenetically inducing rigidification in the mutant, reverting Squint to a short-range ligand (Fig. 3l,l’). Given that Nodal diffusivity is also expected to be regulated by Nodal interactions with its receptors and coreceptors and Nodal secretion by cells^27,71^, we performed a series of experiments to explore Nodal ligand dispersal in embryos where Nodal secretion or receptors are impaired, while optogenetically manipulating tissue porosity. To this end, we quantified ligand dispersal across three conditions: *MZlefty1/2* embryos, displaying increased Nodal secretion and low porosity (Fig. 3d and Extended Data Fig. 3l,l’); *MZoep* embryos, which lack ligand binding, uptake and secretion and exhibit high porosity (Fig. 3d and Extended Data Fig. 3m,m’); and *MZoep* +Opto-RhoGEF embryos, which similarly lack ligand binding, uptake and secretion but are mechanically rigid with low porosity (Fig. 3d and Extended Data Fig. 3j,n,n’). A systematic analysis of the spatial profile of the Nodal ligand across all of the above experimental conditions revealed an exponential-like decay (Fig. 3m and Extended Data Fig. 3o). When we quantified the decay length *λ* and amplitude *C*_0_ (Fig. 3n,o and Extended Data Fig. 3o’,q,r), we could show that *λ* changes as a function of porosity (Extended Data Fig. 3p) and that more porous and fluid-like embryos (*MZwnt11f2/slb*, *MZoep*) display increased *λ* and decreased *C*_0_ when compared with less porous and solid-like embryos (wild type, *MZwnt11f2/slb* +Opto-RhoGEF*, MZoep* +Opto-RhoGEF*, MZlefty1/2*) (Fig. 3n,o and Extended Data Fig. 3q,r), including conditions where Nodal binding, uptake and secretion properties are impaired. Given that an increased *λ* together with decreased *C*_0_ is a signature of increased diffusivity (Supplementary Theory Note Fig. SN8), the above changes in the Nodal ligand profile strongly suggest that tissue rigidification primarily physically restricts Nodal effective diffusivity.

### A tissue rigidity transition is timing Nodal–Lefty dynamics

Although the shift in the Nodal ligand gradient can explain how rigidity restricts the length scale of Nodal signalling, it is yet unclear how it restricts its timescale. To this end, we asked whether the porosity-dependent changes in the Nodal length scale may, in turn, modify the temporal dynamics by which Nodal transcriptionally activates its downstream targets^80^, including its inhibitor Lefty (Fig. 3p). To investigate this idea, we returned to the theoretical model, and we first evaluated the shape of the Nodal signalling gradient, which defines the transcriptional response, with and without feedback. Assuming that both tissues of low and high porosity receive the same influx of Nodal from the YSL, the model predicts that in the presence of feedback, Nodal activity should form a sharper signalling gradient with higher amplitude at the source (Fig. 4a). By contrast, in the absence of feedback, at the same timescales, Nodal activity should form a shallower signalling gradient with a lower amplitude (Fig. 4b). To test the predictions of the model, we quantified Nodal activity in wild-type, *MZwnt11f2/slb, MZwnt11f2/slb* +Opto-RhoGEF and optogenetically fluidized Opto-zGrad embryos by measuring the Smad2 N/C ratio (Fig. 4c–e and Extended Data Fig. 4a). Accordingly, the cells closer to the YSL in wild-type and *MZwnt11f2/slb* +Opto-RhoGEF embryos displayed a higher peak in Nodal activity, compared with *MZwnt11f2/slb* fluidized and optogenetically fluidized Opto-zGrad embryos (Fig. 4c–e, arrowheads, Fig. 4f, asterisks, and Extended Data Fig. 4a). In addition, cells further away from the YSL had higher Nodal activity in the fluidized embryos (Fig. 4g, asterisks), forming a shallower activity gradient (larger *λ*; Fig. 4c–e and Extended Data Fig. 4a, dashed line). These findings show that the effects of the rigidity on the ligand gradient directly impact the amount of Nodal that cells receive. A logical consequence is that the transcriptional response downstream of Nodal may differ between rigid and fluid tissues.

**Fig. 4:**
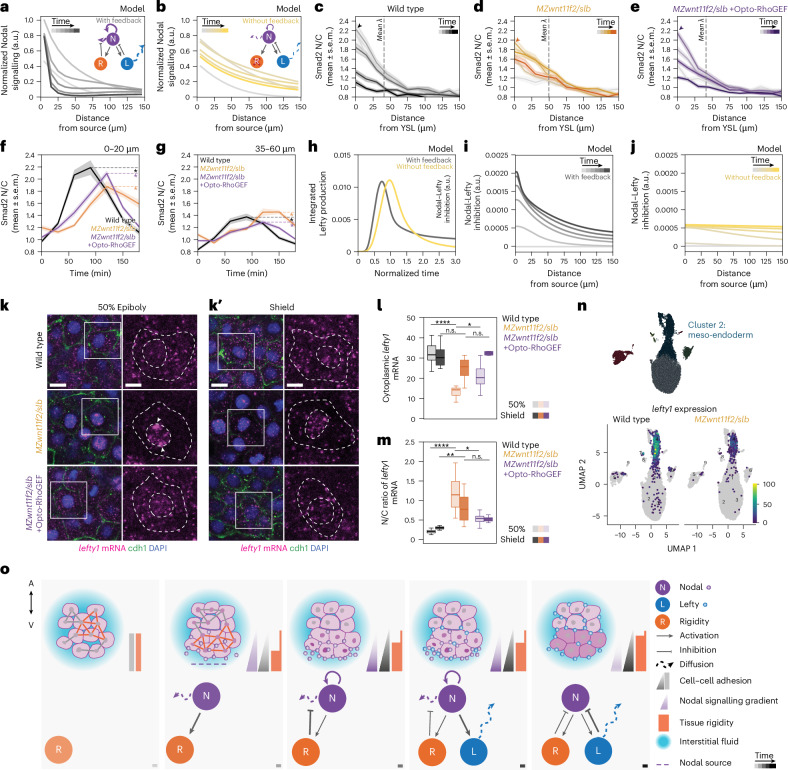
A rigidity transition enhances the Nodal–Lefty biochemical network. **a**,**b**, Simulations of Nodal signalling activity in conditions with porosity feedback (**a**) and without (**b**) over space and time. Timepoints are from 0.25 to 2.75 of normalized time, as shown in Fig. 3f. **c**–**e**, Smad2–GFP N/C ratio signal in wild-type (**c**), *MZwnt11f2/slb* (**d**) and *MZwnt11f2/slb* +Opto-RhoGEF (**e**) embryos as a function of their distance from the YSL. Timepoints are every 30 min starting from *t* = 90 min. Dotted lines indicate the mean decay length *λ* of *t* = 90 min, *t* = 120 min and *t* = 150 min: wild type, 40.8 μm, *MZwnt11f2/slb*, 49.7 μm, *MZwnt11f2/slb* +Opto-RhoGEF, 41.2 μm. Data are presented as mean ± s.e.m. (*n* = 3 embryos for each condition). Arrowheads indicate the amplitude. **f**,**g**, Quantification of Smad2–GFP N/C ratio signal for the conditions shown in **c** to **e** at the cells close to (0–20 μm) (**f**) and further away from the YSL (35–60 μm) (**g**) over time. Asterisks indicate Nodal maximum levels. Data are presented as mean ± s.e.m. (*n* = 3 embryos for each condition). **h**–**j**, Simulations of the integrated Lefty production over time (**h**) and the Nodal–Lefty inhibition over space and time (**i** and **j**) with and without the porosity feedback. Timepoints are from 0.25 to 2.75 of normalized time, as shown in Fig. 3f. **k**,**k’**, Exemplary images of *lefty1* mRNA labelled via smFISH of wild-type, *MZwnt11f2/slb* and *MZwnt11f2/slb* +Opto-RhoGEF embryos at 50% epiboly (**k**) and shield (**k’**) stages. Left: *lefty1* mRNA in magenta, cell membranes labelled with anti-E-cadherin (cdh1) antibody in green and nuclei with DAPI in blue. Right: zoomed-in images of the cells indicated in the white box, with *lefty1* mRNA in magenta and the white dashed lines marking membrane and nuclear boundaries. White arrowheads indicate transcriptional hubs. **l**,**m**, Plots of the amount of cytoplasmic *lefty1* mRNA spots per cell on the mid-2D plane (**l**) and N/C ratio of the *lefty1* mRNA spots per cell (**m**) in wild-type, *MZwnt11f2/slb* and *MZwnt11f2/slb* +Opto-RhoGEF embryos at 50% epiboly (dim-shaded boxes) and shield (dark-shaded boxes) stages. Box plots show the median (centre line), the IQR (box: 25th to 75th percentiles) and whiskers extending to the most extreme values within 1.5 × IQR (wild type 50%, *n* = 14 embryos, shield, *n* = 7; *MZwnt11f2/slb* 50%, *n* = 13, shield *n* = 6; *MZwnt11f2/slb* +Opto-RhoGEF 50%, *n* = 14, shield *n* = 6). Minimum ten cells per embryo. **n**, Top: Uniform Manifold Approximation and Projection (UMAP) of cells derived from wild-type and *MZwnt11f2/slb* embryos at shield stage profiled with single-cell sequencing, coloured by cluster. Clusters were defined in UMAP space, and cluster 2 in blue indicates the meso-endoderm. Bottom: *lefty1* expression in wild-type and *MZwnt11f2/slb* embryos on UMAP from single-cell RNA sequencing data. **o**, Schematics illustrating a closed feedback between Nodal signalling and tissue rigidity. Statistics in **l** and **m**: Kruskal–Wallis test followed by Dunn’s multiple comparisons test, *MZwnt11f2/slb* compared with wild type at 50% epiboly *P* < 0.0001 and at shield *P* = 0.1874 for **l**, 50% epiboly *P* < 0.0001 and shield *P* = 0.0041 for **m**, *MZwnt11f2/slb* +Opto-RhoGEF compared with *MZwnt11f2/slb* at 50% epiboly *P* = 0.0148 and at shield *P* = 0.0532 for **l**, 50% epiboly *P* = 0.0199 and shield *P* > 0.9999 for **m**. Scale bars, 10 μm (left), 5 μm (right) in **k** and **k’**. Source data

Given that a crucial downstream target of Nodal is its inhibitor Lefty, which is important for terminating Nodal signalling, we theoretically explored the dynamics of Lefty production when tissue porosity is, or is not, Nodal dependent. We observe that in the presence of feedback, where Nodal activity is enhanced near the source, *lefty* production starts earlier than in the absence of feedback (Fig. 4h). This could in principle accelerate the termination of Nodal signalling because a source of Nodal clearance is Lefty^27,36,37,56^. To test this, we quantified the strength of the inhibition of Nodal by Lefty in the model which is predicted to be higher and faster in the presence than in the absence of feedback (Fig. 4i,j). This prediction suggests that tissue rigidity effectively amplifies and expedites the Lefty–Nodal negative biochemical feedback. To test the model predictions, we performed single-molecule fluorescent in situ hybridization (smFISH) and ISH for *lefty1* RNA in wild-type, *MZwnt11f2/slb*, *MZwnt11f2/slb* +Opto-RhoGEF and Opto-zGrad embryos during specification (Fig. 4k–m and Extended Data Fig. 4b–i). This revealed that in rigid tissues of low porosity, *lefty1* is sufficiently expressed early during specification, with most transcripts localized in the cytoplasm (Fig. 4k and Extended Data Fig. 4f,g). By contrast, in fluidized and highly porous earlier stage embryos, *lefty1* expression is overall lower, the transcriptional hubs are still active and most of the transcripts are located in the nucleus (Fig. 4k–m, arrowheads, and Extended Data Fig. 4b–i), and this phenotype starts to revert at later stages (Fig. 4k’–m and Extended Data Fig. 4b’,d–i). The delay in *lefty1* expression is not due to a generic developmental delay in the mutant embryos because optogenetic rescue of tissue rigidity partially restores the early expression of the antagonist, also reflecting the *lefty1* transcription dynamics of Opto-zGrad embryos (Fig. 4k–m and Extended Data Fig. 4b–i). These results indicate that tissue rigidification regulates the timing of *lefty1* expression and, consequently, the strength of the Nodal–Lefty negative biochemical feedback. In this way, Nodal enhances its own degradation biochemically, by inducing its own inhibitor and, mechanically, by reducing its diffusivity and speeding up the induction of its inhibitor.

Self-enhanced morphogen negative regulation was previously shown to endow robustness to morphogen gradients^81,82^, raising the hypothesis that the before-described double-negative feedback may be important for robust gene expression. To address the downstream consequences of uncoupling the Nodal–Lefty biochemical network dynamics from the tissue rigidity transition, we performed single-cell RNA sequencing in wild-type versus *MZwnt11f2/slb* mutant embryos (Fig. 4n, top). 

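Whole shield-stage embryos were fixed while being dissociated with acetic acid and methanol (ACME), and a single 10x Chromium 3′ library was made from the sorted cells of each genotype. The authors deposited raw counts of unique molecular identifiers (UMIs) per gene and cell, without normalization, for the barcodes called as cells. The wild-type library held 8862 cells and 37370253 UMIs, with a median of 3874 UMIs per cell. The *MZwnt11f2/slb* library held 7911 cells and 40025626 UMIs, with a median of 4595 UMIs per cell. About 10000 cells per library were targeted by the study. The methods state no filter on cells, so every deposited barcode was kept. With 1 library per genotype there is no measure of the variation between embryos or between libraries, and no test was run. All intervals below are 95% intervals that cover counting error only, apart from the interval given for an overlap of gene lists.

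Cell types assigned by the authors were not used here. Cells of both libraries were clustered together along the steps of the methods (30 principal components, residuals on log10 UMIs, sample-wise correction), rebuilt in scanpy with each component centred by sample and Leiden clustering at resolution 1. The Nodal panel of 19 genes reported below and *wnt11f2* were left out of the clustering. Of 17 clusters, 3 were named meso-endoderm-like from marker genes fixed before the data were examined. These were cluster 0, cluster 6 with *mespaa*, *msgn1* and *foxc1a* among its leading genes, and the axial cluster 11 with *fzd8b*, *nog1* and *frzb*. Cluster 0 was led by the posterior genes *cdx4*, *eve1*, *dld* and *cdx1a*. Together they held 2096 wild-type cells, 23.7% of the library (22.77 to 24.55, exact binomial), and 1916 *MZwnt11f2/slb* cells, 24.2% (23.28 to 25.18). Cluster 0 was the largest part of this class in wild type (1080 cells) and cluster 6 in *MZwnt11f2/slb* (887 cells), while cluster 11 made up 5.39% and 11.5% of it. The border of the class was not stable. The mutant share lay between 26.6% and 29.8% under 8 other settings of the clustering. It was highest with cells of at least 1000 UMIs and at most 10% mitochondrial UMIs. The wild-type share stayed between 23.5% and 25.4%, below the mutant share under each of the 8 settings. Single seeds of the clustering put between 1925 and 2556 wild-type cells and between 1856 and 2605 *MZwnt11f2/slb* cells in the class. The seeds entered the 8 settings only as their median, so the order of the shares under each seed is not shown. The thresholds for naming a cluster were set after the clusters were seen, and the 5 clusters left unnamed held 38.6% of wild-type and 26.1% of *MZwnt11f2/slb* cells. Cluster 10 (753 and 947 cells), with *admp* and *noto* among its leading genes, is 1 of these and is not in the class. Ectoderm-like cells made up 26.6% and 38.6%, and enveloping layer-like cells 9.31% and 9.81%. No order is read from the ectoderm-like shares, because the unnamed clusters 4 (1838 and 413 cells) and 12 (448 and 234 cells) had 2 ectoderm markers each, and with them the wild-type share would be the higher.

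Levels within the class (CPM) are UMIs of a gene scaled to the class's total, which was 8156212 in wild type and 8537104 in *MZwnt11f2/slb*, and log2 ratios are *MZwnt11f2/slb* over wild type. The mutated gene itself, *wnt11f2* (ENSDARG00000004256), had 2050 UMIs (251 CPM) in wild type and 759 UMIs (88.9 CPM) in *MZwnt11f2/slb*, a log2 ratio of −1.50 (−1.62 to −1.38). A transcript that carries the mutation is still counted at its 3′ end, so this value is not a check of the mutation itself.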

We identified the Nodal module using two approaches. First, we identified genes whose expression correlated with a curated list of Nodal targets in meso-endoderm cells^83^ and examined expression levels of genes in this module across cell types (Extended Data Fig. 4j). 

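The curated list of targets is not printed in the paper's text, so a panel of 19 genes chosen before the data were examined was used: the 9 genes whose level in these data the paper states and 10 others, among them *lefty2*, *ndr1*, *ndr2*, *mixl1*, *sebox*, *osr1*, *fscn1a*, *gata6* and *dusp4*. For each gene detected in at least 2% of the meso-endoderm-like cells of both libraries (7378 genes), Pearson's r across cells was computed in each library between its log-normalized value and the summed value of the panel, a panel gene being left out of its own sum. Cells are not replicates, so r describes each library. Of the 50 genes with the highest r in wild type, 37 were also among the 50 highest in *MZwnt11f2/slb* (29.8 to 42.7, exact binomial). That interval treats the 50 genes as independent, which co-expressed genes are not. It measures neither counting error nor variation between cells or libraries. Non-overlapping random sets of 1048 wild-type cells shared a median of 44 genes (41 to 46 over 20 draws), and wild-type and *MZwnt11f2/slb* sets of that size shared a median of 37 (34 to 40). Across genes, which are not independent replicates, r in the 2 libraries correlated at 0.788. The setting that moved the overlap most was the list of 25 genes, of which 56.0% were shared, against 74.0% of the list of 50.

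Panel genes accounted for 8 of the 50 in wild type and 10 in *MZwnt11f2/slb*, and 8 were in both lists. *fscn1a* ranked 3 and 4 (r = 0.651 in wild type and 0.641 in *MZwnt11f2/slb*), and *mixl1* ranked 9 and 6 (0.562 and 0.572). *gata5* ranked 13 in wild type and 24 in *MZwnt11f2/slb*. *gsc* moved from rank 61 to rank 17 and *chrd* from rank 73 to rank 29. *tbxta* was negatively correlated with the rest of the panel in both libraries (r = −0.0906 and −0.267). *lefty1* was detected in fewer than 2% of *MZwnt11f2/slb* cells and was not compared.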

Second, we performed unsupervised co-expression analysis of all expressed genes in meso-endoderm by reducing dimensionality of transposed cell × gene matrix to cluster genes into modules^84^. In this gene embedding space, we found a cluster of co-expressed genes that contained all curated Nodal targets, and this module was intact in both wild-type and *MZwnt11f2/slb* embryos (Extended Data Fig. 4k). This dataset confirmed that *lefty1* expression is downregulated in the fluidized *MZwnt11f2/slb* embryos (Fig. 4n, bottom) but also several Nodal targets are upregulated, including *fgf8a*, *gsc*, *chrd* and *noto* (Extended Data Fig. 4j, red asterisks). 

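Monocle3 was not used here, and its steps were rebuilt for the meso-endoderm-like cells of each library separately: 30 principal components of the transposed matrix of log-normalized values, a graph of the 15 nearest genes, and Leiden clustering at resolution 1. In wild type, 8007 genes detected in at least 2% of the cells fell into 10 modules. All 9 genes whose level the paper states, and all 19 panel genes, lay in 1 module of 556 genes, which is 6.94% of the genes. Random lists of 9 genes matched on mean expression placed a median of 3 genes and at most 7 in 1 module, and none of 10000 lists reached 9.

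In *MZwnt11f2/slb*, 7995 genes fell into 9 modules. *lefty1* was detected in too few cells to be placed. Of the other 8 genes, *fgf8a*, *gata5*, *sox32* and *tbx16* lay together in a module of 410 genes. It held 11 of the 18 placed panel genes, these 4 included. *gsc*, *chrd* and *noto* shared another module, and *tbxta* lay apart from both. Random lists matched to the 8 placed genes had at least 4 in 1 module in 2336 of 10000 draws. Of the 505 genes of the wild-type module that were placed in both libraries, 240 (47.5%) were in the *MZwnt11f2/slb* module with the 4 genes, against 4.87% for modules assigned without relation to each other. The number of modules depends on the resolution, and modules were drawn only for the class of the main setting. At resolution 0.5 the largest number of the 9 genes in 1 module was 9 in wild type and 7 in *MZwnt11f2/slb*, and at resolution 2 it was 4 in both.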

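*lefty1* (listed as *lft1*, ENSDARG00000019920) had 1001 UMIs in wild-type meso-endoderm-like cells (123 CPM) and 30 UMIs in *MZwnt11f2/slb* cells (3.51 CPM), a log2 ratio of −5.13 with an exact conditional interval of −5.70 to −4.60. With each cell thinned to 2944 UMIs, which leaves out 621 wild-type and 325 *MZwnt11f2/slb* cells of the class, a *lefty1* UMI was found in 22.4% of wild-type cells (20.27 to 24.59) and 0.880% of *MZwnt11f2/slb* cells (0.48 to 1.47). Unthinned, the shares were 25.3% and 1.57% at median depths of 3626 and 4241 UMIs. In enveloping layer-like cells thinned to that depth, which served as the background, the shares were 1.55% and 0.274% (3.64% and 0.258% at median depths of 5244 and 5688 UMIs). Over 15 other settings the *lefty1* log2 ratio stayed between −5.06 and −5.46, the latter without cluster 0. In the clusters with at least 100 wild-type UMIs it was −4.65 (cluster 0) and −5.23 (cluster 6), and in cluster 11, with 56 and 1 UMIs, −7.17 (−12.50 to −4.64).

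The log2 ratios of *fgf8a* (ENSDARG00000003399), *gsc* (ENSDARG00000059073), *chrd* (ENSDARG00000006110) and *noto* (ENSDARG00000021201) were all above 0. *gsc* rose from 470 to 1329 UMIs, a log2 ratio of 1.43 (1.28 to 1.59), and *chrd* from 2533 to 5537 UMIs, 1.06 (0.99 to 1.13). *noto* rose from 237 to 492 UMIs, 0.99 (0.76 to 1.22), and *fgf8a* from 355 to 631 UMIs, 0.76 (0.57 to 0.96). Over genes with at least 100 UMIs in the class, the central 95% of log2 ratios lay between −1.59 and 1.33. *chrd*, *noto* and *fgf8a* lay inside this range and *gsc* above it. The thinned share of cells with a UMI went from 6.03% to 13.2% for *gsc* and from 9.49% to 20.6% for *chrd*, with enveloping layer-like shares of 0.518% and 1.65% for *gsc* and 4.14% and 10.8% for *chrd*. *fgf8a* (10.8% to 18.0%) and *noto* (5.97% to 9.49%) had higher shares in enveloping layer-like cells (20.8% and 22.9% for *fgf8a*, 8.41% and 14.3% for *noto*) than in the class, and these exceed the ectoderm-like shares (0.329% and 0.917% for *fgf8a*, 3.38% and 3.85% for *noto*), so the enveloping layer is not a type that lacks these 2 genes. The setting that moved *gsc* and *chrd* most gave each cluster its wild-type share of the class's UMIs. It was chosen after the cell numbers of the clusters were seen. It left log2 ratios of 0.29 for *gsc*, 0.014 for *chrd* and 0.33 for *noto*, while *fgf8a* was at 0.66. *noto* moved furthest without the sample-wise correction of the components, to −0.014, and *fgf8a* over all cells, to 0.40. Most UMIs of both genes lay outside the class. Over all cells *noto* had 1319 and 2283 UMIs, a log2 ratio of 0.69 (0.59 to 0.79), and *fgf8a* had 1151 and 1623. Over 20 other seeds of the clustering all 4 genes stayed above 0, but every seed gave a lower value than the main setting, with medians of 0.67 for *fgf8a*, 1.22 for *gsc*, 0.91 for *chrd* and 0.80 for *noto*.

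**Figure D1:**
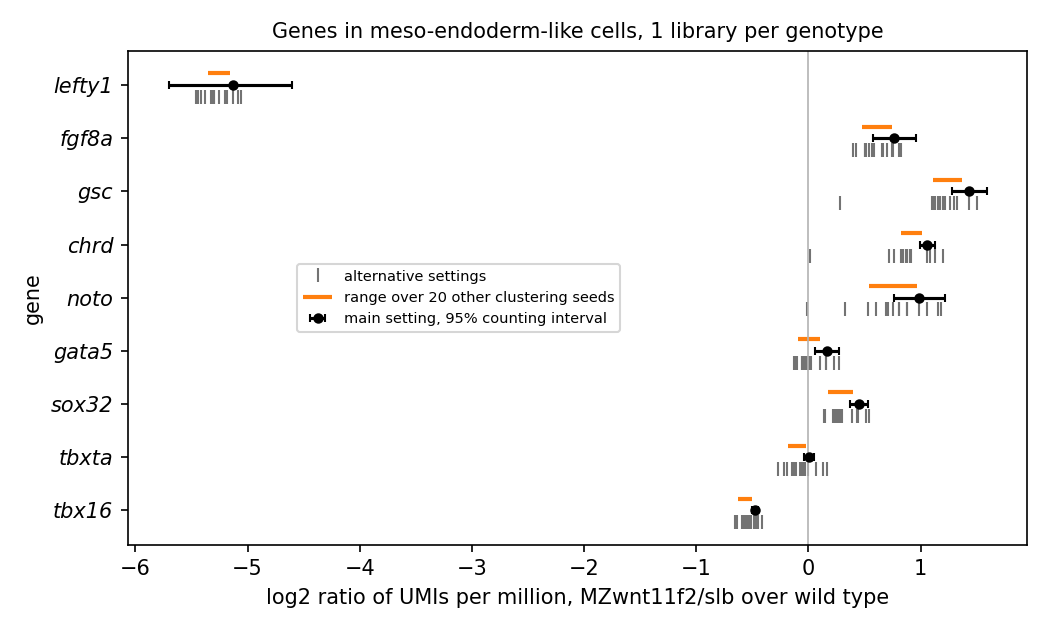
Log2 ratio of CPM in meso-endoderm-like cells, *MZwnt11f2/slb* over wild type (horizontal axis), for the 9 genes whose level the paper states (vertical axis). Black points with bars are the main setting with its 95% counting interval, orange lines the range over 20 other seeds of the clustering, and grey ticks the alternative settings. *lefty1* lies near −5 under every setting, and the settings of *gata5*, *tbxta* and *noto* lie on both sides of 0, *noto* with 1 setting below it.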

Notably, several Nodal targets were unaffected (*gata5* and *sox32*; Extended Data Fig. 4j, grey asterisks) or even downregulated (*tbxta* and *tbx16*; Extended Data Fig. 4j, blue asterisks), suggesting that the meso-endodermal patterning appears fragile in *MZwnt11f2/slb* embryos, reminiscent of the phenotype of *MZlefty1/2* mutants^56^. These findings are consistent with the change in the shape of the Nodal signalling gradient in the absence of the rigidity feedback. 

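*gata5* (ENSDARG00000017821) had 1326 UMIs in wild-type and 1554 UMIs in *MZwnt11f2/slb* meso-endoderm-like cells, a log2 ratio of 0.16 (0.056 to 0.27). The ratio was below 0 under 8 of 15 other settings, down to −0.13, and over 20 other seeds of the clustering it ranged from −0.095 to 0.10. By cluster, it was −0.13 (−0.25 to −0.019) in cluster 6, which held 1211 of the wild-type UMIs. It was 0.28 (−0.069 to 0.63) in cluster 11 and −0.31 (−1.32 to 0.66) in cluster 0. *sox32* (ENSDARG00000100591) had 1989 and 2846 UMIs, a log2 ratio of 0.45 (0.37 to 0.53), and stayed above 0 under the same settings, at 0.14 in the lowest, and between 0.17 and 0.40 over the seeds. Within the class it was higher in cluster 6 (0.32, 0.23 to 0.41) and lower in cluster 11 (−0.67, −0.97 to −0.37). The thinned share of cells with a UMI was 28.3% and 32.1% for *gata5* and 13.6% and 18.6% for *sox32*. In enveloping layer-like cells it was 1.68% and 1.92% for *gata5* and 2.20% and 2.88% for *sox32*.

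*tbxta* (ENSDARG00000101576) had 8824 and 9260 UMIs (1082 and 1085 CPM), a log2 ratio of 0.0037 (−0.038 to 0.046), so no difference was detectable over the class as a whole in the main setting. It was higher in cluster 0 (0.24, 0.18 to 0.29) and lower in cluster 6 (−0.079, −0.15 to −0.0082). The value over the class depended on the border of the class: it was below 0 under 12 of 15 other settings, the lowest being −0.27 with the filter on UMIs and mitochondrial share, and above 0 under 3, the highest being 0.16 over all cells. Over 20 other seeds of the clustering it was below 0 with every seed (−0.18 to −0.025). *tbx16* (ENSDARG00000007329) had 30673 and 23089 UMIs (3761 and 2705 CPM), a log2 ratio of −0.48 (−0.50 to −0.45), and stayed between −0.65 and −0.41 over the other settings. It was also lower in ectoderm-like cells, at −0.77 (−0.81 to −0.74). That class mixes its clusters differently in the 2 libraries, with 767 and 273 cells in cluster 1 and 369 and 1012 in cluster 2. The value may therefore reflect this make-up. The share of cells with a UMI is saturated for *tbx16* (99.9% and 99.7%) and was 78.2% and 72.5% for *tbxta*, with 15.4% and 17.7% in enveloping layer-like cells.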

Shallower gradients with smaller amplitudes imply that cells closer to the source may not receive sufficiently high levels of Nodal to activate genes that are transcribed at high Nodal thresholds (Fig. 4c,d, arrows, Fig. 4f, asterisks). By contrast, because Nodal decays slower in fluidized embryos, cells further away from the source experience higher levels of Nodal than in the rigid embryos, resulting in the overtranscription of genes that require low levels of Nodal (Fig. 4g, asterisks). Therefore, the changes in the Nodal signalling gradient induced by the rigidity transition are directly impacting gene expression, distorting positional information. Together, these results propose the negative feedback from emergent tissue properties as a mechanism for timing the Nodal–Lefty reaction–diffusion dynamics to ensure precise patterning of the meso-endodermal domain (Fig. 4o).

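Over the whole panel of 19 genes, the median log2 ratio in meso-endoderm-like cells was 0.47 (0.42 to 0.63 when UMIs are redrawn with Poisson error). This lay above the medians of 100% of 10000 random lists of 19 genes matched on mean expression, of which the central 95% fell between −0.18 and 0.20. The percentile describes these 2 libraries. The ratio was above 0 for 16 genes and below 0 for 3 (*lefty1*, *tbx16* and *osr1*, the last at −0.34). The other 10 panel genes, whose level in these data the paper does not state, had a median of 0.54, with 9 of 10 above 0, led by *ndr2* (0.79), *gata6* (0.71) and *mixl1* (0.67). *lefty2*, the other *lefty* gene, rose from 694 to 1121 UMIs, a log2 ratio of 0.63, but was near 0 within cluster 6 (−0.10) and cluster 11 (0.035). The main setting is the highest among the seeds of the clustering: over 20 other seeds the panel median was between 0.24 and 0.41, with a middle value of 0.31. Under 18 other settings it stayed above 0, but with each cluster at its wild-type share of UMIs (0.16) and without cluster 0 (0.18) it fell inside the central range of the main setting's random lists.

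The paper sets the targets that went up and those that went down beside the Nodal signalling gradient that it measured by imaging. It proposes that a shallower gradient of smaller amplitude leaves cells near the source short of the level that high-threshold genes need. It states that slower decay exposes more distant cells to more Nodal and raises low-threshold genes. The paper concludes that the change in the gradient caused by the rigidity transition acts directly on gene expression and distorts positional information.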

## Discussion

By uncovering the mechanisms coupling the nonlinear dynamics of a tissue rigidity transition to the Nodal–Lefty reaction–diffusion dynamics, this work demonstrates that collective tissue properties shape morphogen signalling gradients. The regulation of the timing of cell signalling dynamics by the emergent tissue mechanics unveils a novel mechanism for coordinating a position-appropriate gene expression programme to the concomitant tissue structural changes.

Nodal signalling is a paradigm for morphogen-mediated patterning because it displays signatures of wide-spread mechanisms of morphogen gradient formation, including hindered diffusion, the action of signalling feedback and relay, and receptor sensitivity and binding^27,52,54,71,72,85^. In the context of hindered diffusion, the Nodal signalling range has been shown to be restricted by its binding to the co-receptor *oep*^71^. Similarly, we find that in *MZoep* mutant embryos the Nodal effective diffusivity increases, consistent also with an increase in tissue porosity. Notably, reducing tissue porosity in *MZoep* mutants still had a major effect on Nodal ligand dispersal. These results suggest that drastic and abrupt changes in tissue architecture mediated by phase transitions can govern large-scale distribution of ligands within tissues, presumably directing ligands towards their receptors and thereby facilitating binding. At the critical point of the rigidity transition, the cell–fluid interfaces vanish owing to the closure of the tricellular contacts, inducing the collapse of the interstitial network. At the cell–cell interfaces, Nodal was shown to have slower diffusion but a higher bound fraction^76^, suggesting that a sharp drop in porosity may enhance Nodal binding. This could further enhance downstream signalling activity by facilitating local production and Nodal relay to the immediate neighbours^52,79,86^ to shape the gradient. Accordingly, our numerical simulations capture the Nodal–Nodal and Nodal–Lefty interactions and the impact of porosity on this biochemical network when varying the relative contribution to Nodal dispersal via relay (Supplementary Theory Note Figs. SN6 and SN7). This suggests that porosity can restrict local diffusivity and have a similar impact on Nodal dynamics even when transport is not solely based on diffusion.

In general, tissue porosity and the network topology of the extracellular compartments emerge as key regulators of morphogen transport and patterning across developing systems^87^. Recent work showed that on the one hand, the topology of the interstitial fluid network can impede morphogen transport, as in the case of Hedgehog proteins^25^, but on the other hand, facilitate FGF transport^24^ or even concentrate it in extracellular compartments^28^. As biophysical properties of morphogens and of the extracellular space probably define how morphogens are transported (for example, diffusion- versus cell based), porosity changes could broadly affect not only the range of morphogen activity but also additional functionalities such as scaling or the interpretation of combined morphogen signalling^77,88–92^. Moreover, our finding that porosity is nonlinearly regulated via material-phase transitions can provide simple solutions for limitations of the hindered diffusion-based models. This would be the case when physical boundaries are absent and a morphogen could leak out of the tissue of interest^93,94^. We show that when the tissue undergoes a rigidity transition, a material boundary effectively appears at the same time. The emergence of such a solid-like highly connected cellular boundary could act as a barrier that impedes morphogen dispersal within the interstitial fluid. Given that the material boundary is also secluding the specifying cells, it may further offer mechanical isolation of the specification zone from neighbouring tissues facilitating germ layer segregation^41,95^.

Finally, diffusive molecules, such as morphogens, may be ideal physiological regulators of control parameters for tissue phase transitions—such as cell adhesion, motility, shape or connectivity—because they can generate graded changes in cell states which, in turn, may induce highly nonlinear responses in the macroscopic tissue state. Our findings show that when morphogen gradients directly regulate cell control parameters, they trigger structural symmetry-breaking events in space and rapid transitions in tissue organization in time. The above multiscale regulation could serve as potential generic mechanism by which morphogen-induced changes in supracellular mechanics feedback to morphogen gradients^96^. For instance, an initiation or arrest of cell motility or growth in epithelia could trigger tissue fluidization or solidification, which could in turn facilitate or hinder the dispersal of cell-bound morphogens, respectively^20,97–99^. Therefore, the closed spatiotemporal feedback between tissue organization and morphogen gradients proposes a conceptual framework of how patterning and tissue-scale physical properties interact: morphogen-driven emergent tissue properties act as a design principle that allows morphogens to quickly adjust their own length scales, ensuring that cell fate specification is kept in sync with the rapidly changing tissue architecture.

## Methods

### Zebrafish handling

All animal experiments were carried out according to the guidelines of the Committee for Animal Welfare and Institutional Animal Care and Use (IACUC) under the European Molecular Biology Laboratory (EMBL) Policy on the Protection and Welfare of Animals Used for Scientific purposes (IACUC code 21-010_HD_NP).

Zebrafish (*Danio rerio*) were raised at 28.5 °C under a 14 h light–10 h dark cycle^100^. The following zebrafish strains were used in this study: wild type A2B2, Tg(mezzo:eGFP)^101^, *MZwnt11f2/slb*^tx226^ (ref. ^68^), *MZoep*^tz257^ (ref. ^102^), *MZlefty1*^a145^*lefty2*^a146^ (ref. ^56^) and *Gt(ctnna-citrine)*^*ct3a*^ (ref. ^103^). From the above lines, this study generated the following lines: *MZwnt11f2/slb*^tx226^;Tg(mezzo:eGFP), *MZwnt11f2/slb*^tx226^;*Gt(ctnna-citrine)*^ct3a^ and *MZoep*^tz257^;*Gt(ctnna-citrine)*^ct3a^. For raising, *MZoep*^tz257^ embryos were rescued with injection of 200 pg *oep* mRNA and *MZlefty1/2* mutants were rescued by growing the embryos in 2.5 µM Nodal inhibitor in E3 from single-cell stage for 24 h (S4696 Sigma-Aldrich, SB505124). Zebrafish embryos were kept at 28.5 °C and maintained in 1× Danieau’s medium for all experimental incubations. Staging was performed as previously described^104^.

### Embryo microinjections

Zebrafish embryos were injected using glass capillary needles (30-0020, Harvard Apparatus) that were pulled with a P-97 needle puller (Sutter Instrument) and attached to a PV820 microinjector system (World Precision Instruments). mRNA in vitro transcription was performed with the mMessage mMachine SP6 kit (Thermo Fisher Scientific, AM1340). The following amounts were injected at the single-cell stage in the yolk: 70 pg membrane–RFP^105^, 20 pg histone–BFP^106^, 50 pg Smad2–GFP^107^, 35 pg Opto-Zgrad^16^, 70 pg CIBN-CAAX^16^ and 15 pg Opto-RhoGEF2–CRY2^16^. Interstitial fluid was labelled with 0.5 nl 0.6 μg μl^−1^ 10,000 MW Dextran-Alexa 647 (Thermo Fisher Scientific, D22914) injection in the blastoderm at 1K-oblong stages (3–3.5 hours post fertilization). Ligand YSL injections were performed at sphere stage by co-injecting in the YSL 30 pg histone–BFP mRNA, 170 pg squint–GFP mRNA^27^ and 0.68% phenol red (Sigma, P0290). Phenol red was used to evaluate the success of the injection.

### In situ hybridization

In situ hybridizations were performed as previously described^108^. In brief, 50% epiboly-stage and shield-stage embryos were fixed with 4% paraformaldehyde (PFA; EMS, E15713) in PBS overnight at 4 °C, then washed in PBS, dechorionated and stored in 100% methanol at −20 °C. Embryos were then rehydrated in PBS, permeabilized in PBS + Tween 20 0.1% (PBT) and incubated in hybridization buffer (50% Formamide, 5X SSC, 0.1% Tween 20, 50 μg ml^−1^ heparin, 500 μg ml^−1^ transfer (t)RNA and citric acid) with digoxigenin-labelled RNA probe for *lefty1* overnight (Heisenberg laboratory; *lefty1* RNA probe was synthesized with the DIG RNA labelling Kit (Roche, 11175025910)). Embryos were washed in serial dilutions of SSC, then incubated overnight with an alkaline phosphatase antidigoxigenin antibody (11093274910, Roche), washed and stained with NBT (11383213001, Roche) and BCIP (11383221001, Roche) and the reaction was stopped with 100% ethanol. Subsequently, samples were stored in PBS.

### Immunostaining

Embryos at needed stages were fixed in 4% PFA solution in PBS overnight at 4 °C. The next day, samples were washed 3 × 5 min in PBS, manually dechorionated and then stored in 100% methanol at −20 °C. Embryos were rehydrated in PBS and washed 5 × 5 min in PBS + 1% TritonX-100 (PBSTr), blocked 2 × 2 h in blocking solution (PBSTr + 10% goat serum + 1% dimethyl sulfoxide) and incubated overnight at 4 °C with primary antibody anti-P-Smad2/3 (8828S, Cell Signalling, MAb, Clone D27F4, Lot 8) at 1:1,000 in blocking solution, as described in ref. ^53^. Samples were washed 5 × 10 min in PBSTr, 3 × 5 min in PBS + 0.1% TritonX-100 (PBTr) for 1 h and incubated overnight at 4 °C with secondary antibody (1:500, antirabbit Alexa 647, Invitrogen, A21244, Lot 2247991). Samples were then washed 2 × 5 min in PBTr, labelled with 4,6-diamidino-2-phenylindole (DAPI; 300 nM, D1306, Invitrogen) for 20 min and washed 5 × 10 min in PBSTr. Embryos were transferred to 80% glycerol in PBS with 0.4% *N*-propyl-gallate. β-catenin immunostainings were performed as described above, with the difference that embryos were not stored in methanol, were blocked in blocking solution (PBS + 1% Triton + 2% BSA for 3 h) and anti-β-catenin primary antibody incubation (C7207, Sigma-Aldrich, MAb, Clone 15B8, Lot 089M4857V) was performed overnight at 4 °C (1:100 in PBS + 0.5% Triton + 2% BSA). The next day, the samples were washed 5 × 10 min with PBSTr (PBS + 0.5% Triton). Secondary antibody (antimouse Alexa 647, Invitrogen, A21235, Lot 2272554) incubation was performed at room temperature for 4 h (1:500 in PBS + 0.5% Triton + 2% BSA). Samples were stained with 300 nM DAPI for 20 min in PBS + Tween 20 0.1% (PBSTw), then washed 2 × 5 min in PBSTw and then transferred to PBS for imaging.

### smFISH

Single-molecule fluorescence in situ hybridization (smFISH) was performed by adapting the SABER-FISH protocol^109^ and omitting the signal amplification by exchange reaction. Probe design for the zebrafish *lefty1* coding sequence (ENSDART00000019196.7) was performed on paintshop.io^110^: 25 probes of 29–36 base pairs (bp) were designed and checked for cross-reactivity with ortholog genes. *lefty1* probes are listed here:

lefty1-pr-1: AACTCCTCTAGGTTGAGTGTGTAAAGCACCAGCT,

lefty1-pr-2: GCGTAACTGCCGGGTCTCTCGCCCTCGATC,

lefty1-pr-3: CACACCTCAAGGTGCATGGGCATCTCCATT,

lefty1-pr-4: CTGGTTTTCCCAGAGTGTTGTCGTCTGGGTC,

lefty1-pr-5: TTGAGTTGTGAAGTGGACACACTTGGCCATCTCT,

lefty1-pr-6: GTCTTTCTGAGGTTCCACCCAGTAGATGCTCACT,

lefty1-pr-7: CGTGCGTTGTTGACCGGTCTGTGGCCCTTT,

lefty1-pr-8: CTCTCCGGTATGGAGCGCTTGTGTGGGGCC,

lefty1-pr-9: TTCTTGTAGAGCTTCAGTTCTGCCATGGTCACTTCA,

lefty1-pr-10: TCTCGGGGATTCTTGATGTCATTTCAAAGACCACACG,

lefty1-pr-11: CGGCCAAACTGGGAAGCGAGCGGCGTTTTC,

lefty1-pr-12: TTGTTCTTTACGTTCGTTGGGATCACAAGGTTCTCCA,

lefty1-pr-13: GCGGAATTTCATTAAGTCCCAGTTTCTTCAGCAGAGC,

lefty1-pr-14: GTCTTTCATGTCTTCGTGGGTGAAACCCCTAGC,

lefty1-pr-15: CATCGCGAAAAGTGCTGCGCAAAGGAGGCA,

lefty1-pr-16: CGCGGCGCGGACTGAAGTCATCTTTTCAAG,

lefty1-pr-17: CGGCTCCTAGACCAATATTGCACCGCCTGG,

lefty1-pr-18: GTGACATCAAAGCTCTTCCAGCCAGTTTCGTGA,

lefty1-pr-19: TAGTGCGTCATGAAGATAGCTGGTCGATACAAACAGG,

lefty1-pr-20: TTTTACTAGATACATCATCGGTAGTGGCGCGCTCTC,

lefty1-pr-21: GACGACCGCGCATTTCCTCTCTCCGTAGCC,

lefty1-pr-22: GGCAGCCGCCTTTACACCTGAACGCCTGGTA,

lefty1-pr-23: ACCGGACGGCTCGATGATCCAGTACTGTGT,

lefty1-pr-24: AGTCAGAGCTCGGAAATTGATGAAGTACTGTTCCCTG,

lefty1-pr-25: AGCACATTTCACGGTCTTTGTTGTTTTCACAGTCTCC.

A 69-bp sequence with three identical imager docking sites of 20 bp interspaced by three adenosine bases was appended to the 3′ of each probe. The imager docking site for imager *pr25*^109^ was chosen, with the following sequence: ACCAATAATAACCAATAATA. The 25 probes were ordered as oligos (Sigma-Aldrich, HPLC purification), resuspended in IDTE solution (pH 8; IDT, 11050109), pooled and diluted to 4 μM concentration. Imager *pr25* (TATTATTGGTTATTATTGGT), complementary to the three docking sites on the probes, was ordered from IDT with a 5′ Atto-647 fluorophore and resuspended in IDTE buffer at 100 μM.

Embryos were fixed at 50% epiboly stage and shield stage in 4% PFA solution in PBS overnight at 4 °C. On the next day, embryos were washed 3 × 5 min in PBS and manually dechorionated. PBS was exchanged with 50%/50% PBS/methanol and then 100% methanol and stored at −20 °C. All further processing has been performed in DNA Lo-Bind 2-ml microcentrifuge tubes (Eppendorf, 0030108078). Methanol was exchanged with 50%/50% methanol/PBSTw and then washed 3 × 5 min in PBSTw. Samples were then placed at 37 °C for 30 min in 2XSSC + 0.5% TritonX-100 for permeabilization. Probe-hybridization solution was prepared fresh as follows: 2× SSC, TritonX-100 0.1%, formamide 50% (Sigma, F9037), dextran sulfate 10% (Millipore, S4030), *lefty1* probes 80 nM, RNV 10 mM (NEB, S1402S), tRNA 500 μg ml^−1^, BSA 0.1% (Invitrogen, AM2616) and ddH_2_O. A total of 200 μl prewarmed probe-hybridization solution at 37 °C was added to each sample. The sample was first placed at 60 °C for 30 min for denaturation and then incubated at 37 °C overnight. The samples were washed 4 × 30 min with 2× SSCTw (2× SSC with 0.1% Tween 20) at 60 °C and then 2 × 5 min at room temperature. Media were exchanged with PBSTw and washed 2 × 5 min and then transferred to 37 °C. Fluo-hybridization solution was prepared fresh as follows: PBS 1×, TritonX-100 0.2%, dextran sulfate 10%, imager *pr25* fluorescent probe 0.2 μM and ddH2O. Once the sample was warm, 200 μl prewarmed fluo-hybridization solution was added and the sample was subsequently incubated at 37 °C for 3 h. The sample was then washed 3 × 5 min with prewarmed PBSTw and then returned to room temperature. Samples were then permeabilized (PBS + 0.2% TritonX-100 + BSA 0.2%) for 30 min at room temperature. Primary antibody incubation with anti-E-cadherin antibody (BD, 610182, Lot 4283007) was performed overnight at 4 °C (1:200 in PBS + 0.1% Triton, 0.1% BSA). Samples were washed 6 × 10 min in PBSTw at room temperature. Secondary antibody incubation (antimouse-Alexa488, Invitrogen, A11001, Lot 2220848) was performed for 2 h at room temperature (1:500 in PBS + 0.1% Triton, 0.1% BSA) and then washed 4 × 10 min in PBSTw. Samples were stained with DAPI for 20 min (300 nM in PBSTw), then washed 2 × 5 min in PBSTw and then transferred to PBS for imaging.

### Image acquisition

All confocal imaging was performed with an upright confocal microscope Zeiss LSM 980 equipped with Airyscan 2 with Axio Examiner, with a 20× immersion objective W Plan-Apochromat 20×/1.0 Corr DIC M27 75 mm and an LD LCI Plan-Apochromat 40×/1,2 Imm Korr DIC M27 Zeiss objective. For live imaging, timelapse *z*-stack images were acquired at 10–15-min intervals with a *z* step of 2−3 μm. Images were acquired in ZEN3.3 (blue edition) software (Carl Zeiss).

For live imaging, dechorionated embryos were embedded in 0.6% low-melting point agarose (Invitrogen, cat. no. 16,520-050) in Danieau’s on a customized agarose mould (2.5% Agarose in Danieau’s) in a 60-mm dish (Greiner, 628102) and covered with Danieau’s. Mounted embryos were kept in an incubation chamber at 28.5 °C throughout acquisition and imaged with the 20× immersion objective. P-Smad2/3 immunostained samples were manually de-yolked with forceps and a tungsten needle tip, flat-mounted on glass slides and covered with a glass coverslip and then imaged with the 40× objective. β-catenin immunostained samples and smFISH samples were mounted on a customized mould of 2.5% agarose in PBS in a 60-mm dish and immobilized with a thin layer of 0.6% low-melting point agarose in PBS, covered in PBS and imaged with the 20× immersion objective. In situ hybridization samples were positioned on a customized agarose mould (2.5% agarose in PBS) in a 60-mm dish and imaged with a Leica stereoscope (Leica, M205FCA) equipped with a PLANAPO 1.0× objective set at 7× zoom and a camera (Leica DFC700T) set on colour mode and with SLI illumination, controlled with the LAS-X software (v 3.7.4, Leica Microsystems).

### Optogenetics

Embryos were kept in the dark until the selected developmental stage. To prevent photoactivation, all sample handling and mounting was performed under red-light filters (Lee Filter 106, Primary Red) to block brightfield illumination. For α-catenin–citrine degradation, *Gt(ctnna-citrine)*^*ct3a*^ homozygous embryos were microinjected with Opto-zGrad as described above. Opto-zGrad photoactivation and imaging of α-catenin–citrine degradation were carried out with 488-nm light pulses (laser power set between 3% and 6%, corresponding to an out-of-objective power of 50–104 µW) every ~2.5 min, with a *z*-stack size of ~100 µm (3.5 µm spacing) for about 30 min, and then normal imaging was performed. Dark effects were sometimes observed in a concentration-dependent manner. For Opto-RhoGEF experiments, wild-type*, MZwnt11f2/slb or MZoep* embryos were microinjected with Opto-RhoGEF–CRY2 and CIBN-CAAX mRNAs at single-cell stage and were photoactivated/acquired with a 5–6% 488-nm laser (corresponding to 86–104 µW) in a total *z* stack of 80 µm (3 µm spacing), with pulses every ~2.5 min, from sphere-onset of doming stage for about 30 min, and then normal imaging was performed.

### Data analysis and quantification

Acquired data were processed using Fiji (v2.3.0, ImageJ2)^111^, Imaris (v 10.1, Oxford instruments) and Cellpose v2 and v3^112,113^. All the data were analysed and plotted in Python (v 3.10.9) with standard packages: matplotlib (v 3.7.0), pandas (v 1.5.3 and v 2.2.2), seaborn (v 0.12.2), numpy (v 1.23.5 and v 1.26.4), imageio (v 2.34.2), scikit-image (v 0.24.0) and scipy (v 1.14.0).

#### Sebox fluorescence

Intensity profiles were generated with the plot_profile()function in Fiji with lines of thickness 110 μm in width on a maximum intensity projection (MIP) over a length of 150 μm and binned every 1 μm. The signal for each embryo was then normalized to the maximum across the *t* = 0, *t* = 30, *t* = 60, *t* = 90 and *t* = 120 min timepoints from the last YSL division.

#### α-catenin intensity

The intensity of the endogenous α-catenin fluorescence was quantified in homozygous Gt(ctnna-citrine)^ct3a^ embryos, either in wild-type (with and without Opto-zGrad) or mutant backgrounds (*MZoep* and *MZwnt11f2/slb*). For the optogenetic experiments, α-catenin–citrine intensity was measured in a 150 × 80-µm region of interest (ROI) in the margin of the blastoderm at *t* = 0, *t* = 30, *t* = 60, *t* = 90 and *t* = 120 min and normalized to the *t* = 0 min intensity of each embryo. To compare α-catenin levels between the different genetic backgrounds, fluorescence intensity was measured in a 130 × 65-µm ROI in the margin of the blastoderm at t 120 min and each condition was normalized to the mean of the controls of the same experiment.

#### Image segmentation

Blastoderm images were segmented using Cellpose v2 and v3^112^, with manual corrections being performed where necessary after inspecting the original image.

#### Reconstruction of connectivity maps and rigidity analysis

Connectivity networks were reconstructed in Fiji on ROIs of 150 × 150 µm cropped from timelapse movies, aligning the margin with the YSL at the bottom of the ROI, every 30 min from the last YSL division. As previously described in refs. ^14,16^, networks were reconstructed on the second to third layer of deep cells in the tissue. The interstitial fluid channel was binarized in Fiji via thresholding. To obtain more accurate segmentation results, the membrane channel was processed as follows: the ‘AND’ operator in the Image Calculator function was used between the membrane channel and the inverted binarized interstitial fluid channel (pixel value 0 for interstitial fluid), to convert the membrane channel areas occupied by interstitial fluid to pixel values of zero. A custom Fiji plugin based on the region adjacency graph function from the MorphoLibJ plugin^114^ was used to reconstruct connectivity networks from the cell segmentations and overlay them to the tissue and segmentation, where label adjacency was evaluated via the presence or absence of neighbouring pixels. Coordinates of the nodes are exported, as well as the adjacency matrix. The reconstruction of the networks and rigidity analysis was performed with a python version of the pebble game algorithm (pebble.py) and plotted using matplotlib^14,16^. Average connectivity was calculated as the total number of contacts (defined as described in connectivity map reconstruction) divided by the total number of cells in the image. Normalized connectivity (<*k*>) was calculated in each confocal section as connectivity divided by the maximum potential connectivity (*k*_max_) (computed as described in ref. ^14^). For the rigidity analysis along the A–V axis, the following properties of each node were extracted: *xy* coordinates, number of contacts and if the node is in the GRC, and they were then plotted in 25-µm bins. Average connectivity in this case was calculated as the total number of contacts divided by the number of cells within each bin. Owing to cropping the image to perform the analysis, connectivity at the edges of the network is underestimated because some of the neighbours of the cells at the boundaries are out of the field of view. This is relevant for connectivity of the cells at the edges of the network (0–25 µm and 125–150 µm). Please note that the critical point in connectivity for a rigidity transition is approximately four contacts per cell for average connectivity, and approximately two or three of maximum potential connectivity (*k*_c_ ≈ 0.667) for normalized connectivity^14^.

#### Relative surface tension *α*

For mapping the spatiotemporal patterns of the contact surface tensions, cell–cell contact angles were measured every 30 min from the last YSL division. Only one angle was measured for each pair of cells, and this was done in the middle of the cell volumes after inspecting the different *z* planes. A custom Fiji script was used to extract the *xy* coordinates relative to the YSL, which was marked with the line tool. A custom python code was used to calculate the *α* parameter from the angles in radians with the formula *α* = cos(θ/2), bin the data along the A–V axis every 30 µm and plot the measurements across space and time. Heat maps were generated with the seaborn library on the basis of matplotlib after transposing the data into pivot tables.

#### Interstitial fluid fraction

The interstitial fluid fraction was calculated in an ROI of 120 × 80 µm in the most marginal area of the embryos. The interstitial fluid channel was binarized via thresholding and the area fraction was then measured.

#### Tricellular contacts (closed triangles)

A custom-made Python pipeline for morpho-feature quantification in 2D ROIs of 120 × 70 µm was used^16^. In brief, segmentation masks were generated with Cellpose and manually curated after visual inspection of the membrane and interstitial fluid pockets. Using scipy.ndimage.generic_filter, a junction map was generated and the locations where three cells meet were identified. These were then normalized to the number of triangles obtained from the connectivity maps.

#### Skeletonization

Skeletonizations of 3D *z* stacks of 25 µm depth of a 100 ×50 µm ROI were performed in Fiji on the interstitial fluid channel after binarization with the Skeletonize 2D/3D()function. A maximum projection of the skeleton was done and colour-coded by depth.

#### Nodal signalling activity

To dynamically measure Nodal activity during development, Smad2–GFP mRNA-injected embryos were imaged via confocal microscopy from sphere stage for at least 3 h every 10–15 min. A region of 180 µm width was cropped, Smad2-positive nuclei were marked with the spot function in Imaris (Imaris 10.1, Oxford Instruments) at every timepoint, and the *xy* coordinates were extracted. The data were analysed in python with custom scripts: the nuclei *xy* coordinates were normalized to the lowest nucleus along the *y* axis. Data points were then binned every 20 min and aligned at the last YSL division as *t* = 0 min. Length scale was measured as the maximum distance from the YSL for each timepoint and the count as the number of positive nuclei for each timepoint. The N/C ratio was obtained by measuring in Fiji the mean grey value for the Smad2–GFP channel in the nucleus and in the cytoplasm, respectively, for each timepoint for a region of 120 µm in width, along the A–V axis. The data were analysed in python with custom scripts: the nuclei *xy* coordinates were normalized to the nucleus closest to the YSL along the *y* axis, and the ratio between nuclear and cytoplasmic signal was performed. The datapoints were then binned every 15 µm and every 30 min and aligned at the last YSL division as *t* = 0 min. The *C*_max_ and *λ* values were obtained by fitting the datapoints with the curve_fit() function within the scipy.optimize package as $$y={C}_{\max }{\rm{\cdot }}{e}^{\left(-\frac{x}{\lambda }\right)}+b$$, and only fits with *R*^2^ > 0.75 were taken into account.

#### Ligand gradient

The spots detection function in Imaris was used to detect the squint–GFP bright spots from 3D *z* stacks at a timepoint ~2 h after injection at the sphere stage. The *xy* coordinates of the spots were then extracted and the data were analysed and plotted with custom Python scripts. To obtain the ligand distribution, the data were binned along the *y* axis every 15 µm, expressed as distance from the YSL and plotted as density functions, after dividing the amount of spots in every bin to the total per embryo, to correct for injection differences. The *C*_max_ and *λ* values for each embryo were obtained by fitting the distribution with the curve_fit() function within the scipy.optimize package as an exponential decay, with the following function: $$y={C}_{\max }\bullet {e}^{(-\frac{{x}}{\lambda })}$$. The relative differences in *C*_max_ and *λ* values between the experimental conditions were preserved even when quantifying without the normalization step.

#### smFISH

For each embryo, at least ten cells in the marginal area were analysed. Both the cytoplasmatic and nuclear *lefty1* mRNA spots were counted in the middle plane of the cell in Fiji.

#### Planar projections

For visualization purposes in Fig. 1c, the blastoderm confocal *z* stacks have been planarly projected to overcome the curvature of the embryo. All the measurements and analysis have been performed on the original confocal files. For this, the Elliptical3DTransform among the bigdataviewer-biop-tools from the BigDataViewer Fiji plugin https://github.com/bigdataviewer/bigdataviewer_fiji/ has been used. In brief, the imaged embryo volume was fitted to an ellipsoid and the radial coordinates were used to unwarp the planar coordinates.

### Theoretical models

All relevant information regarding the theoretical approaches are provided in the Supplementary Theory Note. The codes used for the Nodal/Lefty/Porosity model can be found at 10.5281/zenodo.18978110 (ref. ^115^) and for the adhesion/connectivity/rigidity gradients at 10.5281/zenodo.18981645 (ref. ^116^). For generation of networks with and without connectivity gradient Lattice_Non_Uniform_Prob.py, pebble.py and lattice.py were used. The scripts Generate_random_tiling_Mono_exact.py and Run_tiling_Rand_2D_exact.py were used to create cells tilings. For creating .fe files for Surface Evolver without and with a gradient in *α*, Sim_RandomWeilbull_Sequential.py and Sim_RandomWeibull_alphagradient.py were used, respectively.

### Single-cell RNA sequencing

Acetic-Methanol (ACME), a dissociation protocol for single-cell transcriptomics, which simultaneously fixes the tissue, was used to avoid potential effects of the dissociated tissue architecture to gene expression^117^. In brief, shield-stage wild-type and *MZwnt11f2/slb* embryos were dechorionated and treated with the ACME solution. Dissociated cells were cryopreserved by adding 10% dimethyl sulfoxide and stored at −80 °C. To enrich for singlets and eliminate cell debris and aggregates, ACME-dissociated cells were stained with DAPI and cell sorting was performed by the FACS Facility at EMBL. Sample quality was assessed by evaluating cell morphology using a ZEISS LSM 980 with Airyscan 2 microscope, and RNA integrity was verified using a bioanalyzer. Single-cell RNA sequencing was carried out using the 10x Genomics platform. cDNA libraries targeting ~10,000 cells per sample were prepared using the Chromium Next GEM Single Cell 3ʹ Reagent Kits (v 3.1, 10x Genomics) following the manufacturer’s instructions. Sequencing was performed on a NextSeq2000 P2 platform with 50-bp paired-end reads by the Gene Core Facility at EMBL. Reads were processed using CellRanger (v 7.1.0, 10x Genomics). Output cell metadata and count matrix were read in and preprocessed in Monocle3 using a standard workflow: estimate_size_factors() *->* preprocess_cds () with 30 principal components, followed by sample-wise batch correction in PCA space align_cds (alignment_group = ‘Sample’, residual_model_formula_str = “~log10(n.umi)”), dimensionality reduction reduce_dimension (preprocess_method = ‘Aligned’, max_components = 2, reduction_method = ‘UMAP’). Cell clustering was performed in the batch-corrected PCA space cluster_cells (reduction_method = ‘Aligned’). Expression signatures for Nodal target genes were generated using aggregate_gene_expression () with log normalization of mean expression values across cells. De novo identification of gene modules was performed using find_gene_modules () on the subset of meso-endodermal cells, separately for wild-type and *MZwnt11f2/slb* mutant samples. Sequencing data have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) GSE299074, GSM9032491 and GSM9032492.

### Statistics and reproducibility

The statistical analyses were performed with GraphPad Prism 10.0. Statistical details of experiments are reported in the figures and figure legends. Sample sizes are provided in the figure legends; no statistical test was used to determine sample size, but our sample sizes are similar to those reported in previous publications^14,19^. The biological replicate is defined as the number of embryos. No inclusion or exclusion criteria, randomization or blind allocations were applied, and all analysed samples were included. Unless differently stated in the figure legends, the graphs show mean ± s.e.m., and the error bars are calculated and shown on the basis of the number of cells or embryos, as indicated. The statistical test used to assess significance is stated in the figure legends. For comparisons between two groups, a two-tailed Student’s *t*-test was used for parametric distributions with equal variances. For multiple pairwise comparisons, an analysis of variance followed by Dunnett’s test was used for parametric distributions, while a Kruskal–Wallis test followed by Dunn’s test with Dunnett’s adjustment (for pairwise comparisons) was applied for non-parametric distributions.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-026-01954-4.

## Supplementary information

Supplementary Information Supplementary Theory Note (model and theory).

Reporting Summary

Peer Review File

Supplementary Movie 1 Mapping tissue rigidity during meso-endoderm specification. Exemplary timelapse movie of a transgenic embryo expressing eGFP under the *sebox* promoter, labelled with membrane, nuclei and interstitial fluid markers, with overlaid rigidity map in a 150–180-μm region including parts of the specification zone and the overlaying pluripotent blastoderm. The black network is the connectivity map and the red network is the Giant Rigid Cluster marking tissue rigidity. Scale bar, 50 μm.

Supplementary Movie 2 Nodal signalling dynamics in different experimental conditions. Exemplary timelapse movies from the margin of wild-type, *MZoep*, *MZlefty1/2*, *MZwnt11f2/slb* and *MZwnt11f2/slb* +OptoRhoGEF embryos labelled for Smad2–GFP and dextran-647 for interstitial fluid. Magenta arrowheads indicate Smad2-positive nuclei, white open arrowheads indicate open interstitial gaps (high porosity) and filled white arrowheads indicate close interstitial gaps (low porosity). The dashed line indicated the length scale of Nodal signalling. Scale bar, 25 μm.

## Source data

Source Data All Figures Statistical source data for all main and Extended Data figures.

## Data Availability

The single-cell sequencing datasets generated in this study are publicly available with the following Gene Expression Omnibus (GEO) accession codes: GSE299074, GSM9032491 and GSM9032492. The *lefty1* coding sequence used to design the smFISH probes is available under accession code ENSDART00000019196.7. Any additional data can be provided by the corresponding author of this study. Source data are provided with this paper.

# Supplementary material for: Tissue rigidity phase transition shapes morphogen gradients
**Source:** Nat Cell Biol. 2026 May 14;28(6):1191–203. doi: 10.1038/s41556-026-01954-4
**Supplement:** Supplementary file 1 — Supplementary Theory Note (model and theory).

# Tissue rigidity phase transition shapes morphogen gradients

In the format provided by the  
authors and unedited

## Table of contents:

|                                                                                                |    |
|------------------------------------------------------------------------------------------------|----|
| Supplementary Note.....                                                                        | 2  |
| 1. Theoretical framework.....                                                                  | 2  |
| 1.1. Coarse-grained concentrations in a porous environment.....                                | 2  |
| 1.2. Coupled dynamics of Lefty and Nodal.....                                                  | 2  |
| 1.3. Scaling of degradation rates and diffusion constants with tissue porosity.....            | 3  |
| 1.4. Regulation of cell-cell adhesion and the relative surface tension $\alpha$ via Nodal..... | 5  |
| 1.5. Derivation of porosity as a function of $\alpha$ .....                                    | 5  |
| 1.5.1. Triangular gaps.....                                                                    | 6  |
| 1.5.2. Quadrilateral gaps.....                                                                 | 7  |
| 1.5.3. Approximation for the porosity index.....                                               | 8  |
| 2. Numerical Solutions.....                                                                    | 8  |
| 2.1. Quantifications.....                                                                      | 9  |
| 2.2. Parameter choices.....                                                                    | 11 |
| 2.3. The role of Nodal relay.....                                                              | 12 |
| 3. Impact of diffusivity on the morphogen amplitude and adhesion.....                          | 15 |
| 4. Simulations of cell networks and cell tiling with varying connectivity and adhesion.....    | 25 |
| 4.1. Construction of networks with connectivity gradient.....                                  | 16 |
| 4.2. Construction of in-silico tilings with adhesion gradient.....                             | 16 |
| 4.3. Rigid cluster analysis.....                                                               | 17 |

# 1 Theoretical framework

In this section we lay out the theoretical framework we have developed to couple Nodal-Lefty reaction diffusion dynamics with tissue porosity. We further present derivations that couple the relative surface tension between cells to tissue porosity.

## 1.1 Coarse-grained concentrations in a porous environment

We base our analysis on a model for Lefty and Nodal dynamics in the zebrafish blastula that has been proposed as an inhibitor-activator system and previously fitted to experimental data in [1]. We couple this model with a spatially varying tissue porosity as described below. We assume that all quantities are averages over the thickness of the tissue layer (3-5 cells thick) and ignore any dependence on the curvature of the embryo, as this remains constant during the time window and the region of interest.

We introduce coarse-grained concentrations  $c$ , locally averaged over the extracellular and cellular regions (see Fig SN1). The time evolution of a coarse-grained concentration field  $c(\mathbf{x}, t)$ , with  $\mathbf{x} = (x, y)$  the coordinates within the region of interest, is generally given by an advection-diffusion equation [2]

$$\partial_t c = \nabla \cdot (D \nabla c - \mathbf{v} c) + \mathcal{R}, \quad (1)$$

with a diffusive flux  $-D \nabla c$ , an advection velocity  $\mathbf{v}$ , and reaction terms denoted by  $\mathcal{R}$ . Although we do not consider hydrodynamic flows, the spatially heterogeneous porosity  $\phi(\mathbf{x})$  requires a non-zero apparent advection velocity as derived below.

The coarse-grained concentration is defined through the porosity as

$$c = \phi c_{ext} + (1 - \phi) c_{int}. \quad (2)$$

If the extracellular and intracellular concentrations, given by  $c_{ext}$  and  $c_{int}$  respectively, are related by linear reactions (such as endo- and exocytosis with constant rates) and those equilibrate on time scales faster than the tissue-wide morphogen dynamics, we have  $c_{int} = \beta c_{ext}$  and

$$c = (\beta + (1 - \beta)\phi) c_{ext}. \quad (3)$$

In the absence of reactions at the coarse-grained level,  $\mathcal{R} = 0$ , at steady state extracellular (and intracellular) concentration must be uniform in space  $c_{ext} = c_{ext}^0 = \text{const.}$  and fluxes must vanish,

$$D \nabla c_0 = \mathbf{v} c_0. \quad (4)$$

With  $c_0(\mathbf{x}) = (\beta + (1 - \beta)\phi(\mathbf{x})) c_{ext}^0$ , this determines the form of an apparent velocity, resulting from gradients in the porosity  $\phi(\mathbf{x})$ ,

$$\mathbf{v} = D \nabla \log(\beta + (1 - \beta)\phi). \quad (5)$$

This contribution to the transport equation constitutes an apparent flux towards regions of higher porosity. For  $\beta = 0$ , we have  $\mathbf{v} = D \nabla \log(\phi)$ , which is the result for a porous medium with impermeable obstacles [3]. Conversely, for  $\beta = 1$ , i.e.  $c_{int} = c_{ext}$ , the velocity term vanishes.

## 1.2 Coupled dynamics of Lefty and Nodal

We reduce our description of Nodal-Lefty dynamics in the blastoderm to a continuous 1D domain along the direction of the morphogen gradients,  $x \in [0, l]$ , with  $x = 0$  denoting the border with the YSL and  $l$  the length of the measurement window. This reduction is justified because we observe no gradients of the morphogens in the circumferential ( $y$ ) direction. Starting from equations (1) and (5) for the concentrations of Nodal  $N(x)$  and Lefty  $L(x)$  we now add the reaction terms following the inhibitor-activator interactions [1]. We then arrive at a coupled system of partial differential equations ,

$$\partial_t N = \partial_x (D_N \partial_x N - D_N N \partial_x \log(\beta + (1 - \beta)\phi)) - k_N N - k_{NL} N \frac{1}{1 + (L_N/L)^2} + \nu(N) + s_0 \delta(x), \quad (6)$$

$$\partial_t L = \partial_x (D_L \partial_x L - D_L L \partial_x \log(\beta + (1 - \beta)\phi)) - k_L L + \nu_L(N), \quad (7)$$

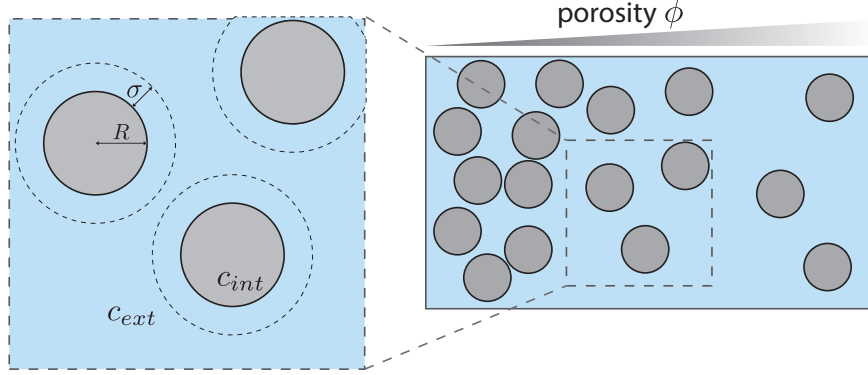

Figure SN1: We model the tissue as a porous material with spatially graded porosity  $\phi(\mathbf{x})$ . Cells are denoted by grey circles and assumed to have a constant radius  $R$ . The porosity is the locally-averaged fraction of extracellular space, e.g. in a small region of the tissue having area  $A_c$  containing  $N_c$  cells it is given by Equation (11). We further denote by  $c_{ext}$  and  $c_{int}$  the extracellular and intracellular concentrations of morphogen, which are locally averaged to obtain  $c$  (see Eq. (2)). The morphogen uptake into a cell happens from a ring of size  $\sigma$  around the cell.

where both morphogens diffuse with diffusivities  $D_{N,L}(\phi)$  and are degraded linearly with rates  $k_{N,L}(\phi)$  [4]. We also include Lefty-mediated inhibition of Nodal ( $k_{NL}$ ), self-activation of Nodal via relay [5] ( $\nu(N)$ ) and Nodal-mediated Lefty activation ( $\nu_L(N)$ ) [6, 7]. There is an actively regulated influx of Nodal molecules from the YSL into the tissue which we model by a delta-peak of Nodal production at  $x = 0$  with a magnitude  $s_0$ . At the tissue boundaries the remaining diffusive fluxes are vanishing,

$$\partial_x L|_{x=0} = 0, \quad \partial_x N|_{x=l} = \partial_x L|_{x=l} = 0. \quad (8)$$

For the activation terms we assume a Hill-type function

$$\nu(N) = \sigma_N \frac{1}{1 + (N_a/N)^{m_N}}, \quad (9)$$

$$\nu_L(N) = \sigma_L \frac{1}{1 + (N_L/N)^{m_L}}, \quad (10)$$

with activation strengths  $\sigma_{N,L}$ , Hill coefficients  $m_{N,L}$  and activation thresholds  $N_{a,L}$ . We assume that the coarse-grained concentrations used here capture signalling levels, e.g. as measured by Smad2-positive nuclei (see main text Fig. 2 d,e).

### 1.3 Scaling of degradation rates and diffusion constants with tissue porosity

To connect the transport and kinetic parameters to the area-averaged interstitial fluid fractions measured experimentally (main text Fig. 3 d), we consider a 2D projection of the tissue.

The porosity  $\phi = \phi(\mathbf{x})$  is defined as

$$\phi = \frac{A_{tot} - N_c A_c}{A_{tot}}, \quad (11)$$

that is the fraction of extracellular space in a small region of the tissue of area  $A_{tot}$  centred at  $\mathbf{x}$  and containing  $N_c$  cells of area  $A_c$ . Note that this 2D porosity is equivalent to the interstitial fluid fraction (IFF) measured in the experiments throughout the article. From the literature on porous materials we expect that porosity affects the coarse-grained transport properties of morphogens in a tissue [8, 9, 10].

For many types of porous materials it has been shown that effective diffusivity follows an approximately linear scaling with porosity [8, 11, 3, 12]

$$D \propto \phi. \quad (12)$$

Deviations from this scaling are possible at small porosities, depending on the specific geometry at the scale of the obstacles (i.e. cells) [13]. In the absence of an exact scaling relationship for the cell geometry that we observe in experiments, we assume that the effective diffusivity for Nodal and Lefty follows a linear relationship (see also main text Supplementary Fig. 3p)

$$D_{N,L}(\phi) = \frac{D_{N,L}^0}{\phi_0} \phi, \quad (13)$$

where  $D_{N,L}^0$  is the value of effective diffusivity at  $\phi = \phi_0$  (the initial value of porosity).

We now discuss how effective degradation and production terms scale with porosity. Consider  $N_c$  cells of radius  $R$  (see Figure SN1). The number of ligands internalised into the cells per unit of time is  $k_{int}N_c\sigma Rc_{ext}$ , where  $c_{ext}$  is the extracellular concentration of ligands and internalisation happens with a rate  $k_{int}$  from a ring of width  $\sigma$  around the cell membrane. Using Eq. (11) this can be rewritten as

$$k_{int}\sigma N_c Rc_{ext} = k_{int}\sigma \frac{A_{tot}}{A_c} (1 - \phi) Rc_{ext} \quad (14)$$

$$= k_{int}\sigma \frac{A_{tot}}{\pi R} (1 - \phi) c_{ext}, \quad (15)$$

where in the last step we used  $A_c = \pi R^2$ . We are seeking an expression in terms of the coarse-grained concentration  $c$ . At small porosities and  $\beta \ll 1$  we can write Eq. (3) as  $c \approx (\phi + \beta)c_{ext}$ . Then the total loss of ligands per unit of time can be written as

$$k_{int}\sigma \frac{A_{tot}}{\pi R} \frac{1 - \phi}{\beta + \phi} c \quad (16)$$

and one identifies the effective degradation as the prefactor of  $c$ , with the scaling

$$k_{eff} \propto \frac{1 - \phi}{\beta + \phi}. \quad (17)$$

The effective degradation is thus an increasing function of the cell packing density. In the linear degradation terms in Eq. (6) and (7) we set

$$k_N = k_N^0 \frac{\beta + \phi_0}{1 - \phi_0} \frac{1 - \phi}{\beta + \phi}, \quad (18)$$

$$k_L = k_L^0 \frac{\beta + \phi_0}{1 - \phi_0} \frac{1 - \phi}{\beta + \phi}, \quad (19)$$

with  $k_{N,L}^0$  the values at  $t = 0$ . In the limit  $\beta \ll \phi$  and  $\phi \ll 1$ , we obtain  $k_{eff} \propto 1/\phi$  and so effective degradation would increase inversely proportional to the cell distance [14]. Note, that for any  $\beta \neq 0$  the expressions (18) and (19) remain finite for  $\phi \rightarrow 0$ .

We can obtain an expression for  $\beta$ , considering also degradation of internalised molecules with rate  $k_o$ ,

$$\beta = \frac{k_{int}}{k_o} \frac{2\sigma}{R}. \quad (20)$$

A similar scaling can be obtained for effective production. If one cell produces  $\nu_c$  molecules per time, then in the tissue we will have  $N_c\nu_c$  molecules produced per time. Therefore the effective production per area is

$$\nu_{eff} = \frac{N_c\nu_c}{A_{tissue}} \quad (21)$$

Since  $A_{tissue} = N_c A_c + A_{ext}$ , we can express  $N_c = (A_{tissue} - A_{ext})/A_c$  and

$$\nu_{eff} = \frac{\nu_c}{A_c} \left( 1 - \frac{A_{ext}}{A_{tissue}} \right) = \frac{\nu_c}{A_c} (1 - \phi). \quad (22)$$

If the cell area  $A_c$  stays constant as  $\phi$  changes, then the effective production scales as  $(1 - \phi)$  with porosity. Thus, the higher the packing, the more molecules per area of tissue are produced. In equations (9) and (10) we set

$$\sigma_N = \frac{\sigma_N^0}{1 - \phi_0} (1 - \phi), \quad (23)$$

$$\sigma_L = \frac{\sigma_L^0}{1 - \phi_0} (1 - \phi), \quad (24)$$

where  $\sigma_{N,L}^0$  are the values set at  $t = 0$ .

## 1.4 Regulation of cell-cell adhesion and the relative surface tension $\alpha$ via Nodal

We now introduce the dynamics of the local porosity as a function of the Nodal concentration. As shown in the main text (Fig. 2a-c and Supplementary Fig. 3d, e) cell-cell adhesion strength is increasing with higher local Nodal levels. We introduce an effective, Nodal-mediated adhesion variable  $E$ , whose dynamics follows

$$\partial_t E = \sigma_E \frac{1}{1 + N_E/N} - k_E E, \quad (25)$$

with an activation threshold  $N_E$  and degradation rate  $k_E$  that sets the time scale of adhesion build up. We set  $E(x, t = 0) = 0$ , such that this adhesion parameter captures only the additional adhesion strength beyond the baseline level at  $t = 0$ . Note that this is an effective parameter that captures local adhesion factors as a function of Nodal. For  $N \gg N_E$ , we would obtain the steady state value  $E^* = \sigma_E/k_E$ , which in turn is determined by the range of the relative surface tension  $\alpha$  (see below).

We then describe the impact of this effective adhesion strength on  $\alpha$  (introduced in the main text) as an algebraic relationship, such that  $\alpha$  decreases with  $E$  as

$$\alpha = \frac{1}{E + \alpha_0^{-1}}, \quad (26)$$

such that the simulation starts with the initial value of  $\alpha(x, t = 0) = \alpha_0 = 0.881$  for all positions  $x$  as measured in experiments (see main text, Fig 1g'). We set the lower bound to be  $\alpha_{min} = 0.7$ , so that  $\alpha$  varies in the experimentally relevant range (see main text, Fig. 1f'). This would be reached at maximal adhesion, and therefore sets  $E^* = \alpha_{min}^{-1} - \alpha_0^{-1} \approx 0.3$  and  $\sigma_E = E^* k_E = 0.3 k_E$ . In this way Eq. 26 is constrained by experimental measurements and does not introduce new free parameters in our model. Note that parameters that define  $E$  dynamics (i.e.  $k_E$  and  $N_E$ ) can then be tuned to modulate the  $\alpha$  dynamics as a function of Nodal. Finally,  $\alpha$  is updated in time irreversibly, i.e. at each position it can only decrease in time. This reflects the stability of adhesive contacts between cells.

## 1.5 Derivation of porosity as a function of $\alpha$

To link tissue porosity to the relative surface tension  $\alpha$ , we consider that the porosity of a tissue can be split into the individual contributions of the different gaps between cells, depending on the cells defining it. We have triangular gaps (surrounded by 3 cells), quadrilateral gaps (surrounded by 4 cells), pentagonal gaps (surrounded by 5 cells) and so on. Therefore, the porosity index  $\phi(\alpha)$ , can be rewritten as:

$$\phi(\alpha) = \phi_0 + \phi_\Delta(\alpha) + \phi_\square(\alpha) + \dots, \quad (27)$$

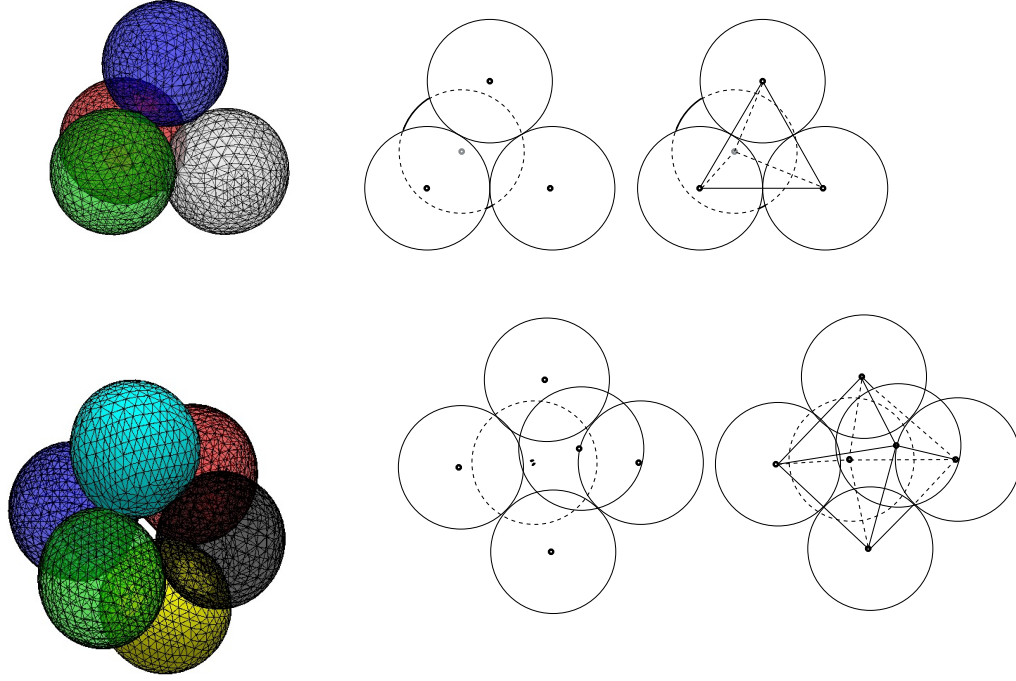

Figure SN2: Packings in dense tissues –approximated by FCC crystallographic structures– show triangular, tetrahedral, octahedral and quadrilateral gaps. In 2D projections we consider only triangular and quadrilateral gaps.

where  $\phi_0$  is the minimum porosity, imposed by physiological constraints, and  $\phi_{\Delta}(\alpha)$ ,  $\phi_{\square}(\alpha)$  the contribution of each gap type as a function of  $\alpha$ . To characterize the different terms, we will consider circles of radius  $R = 1$ . The center of masses of adjacent circles in the geometric arrangement defining the gap will be separated by distance  $\ell = 2R$ . This distance will be kept constant throughout all the forthcoming developments. The area occupied by the cells will be computed by rescaling the radius of the circles –thereby formally triggering overlap– by an abstract scaling factor  $\xi \geq 1$ . The overlap will define an angle that can be related to the scaling parameter  $\xi$  and the relative surface tension parameter  $\alpha$  derived in [15]:

$$\alpha = \frac{1}{\xi}. \quad (28)$$

We assume that the circles for  $\alpha = 1$  have radius  $R = 1$  and  $\xi = 1$ . In the following section we will study the porosity from the analysis of the area covered by triangular and quadrilateral gaps. We consider these gaps because we approximate the structure of the 3D tissue to be close to the *face-centered cubic* (FCC) packing [16]. The projection of the FCC packing structure in 2D leaves triangular and quadrangular gaps –see Fig. (SN2) and Fig. (SN3).

### 1.5.1 Triangular gaps

For each triangular gap, we consider the surface of triangle formed by the three centers of mass of three cells and how this is getting filled along the increase of  $\xi$ . Considering the fact that the triangle contains  $1/6$  of each of the 3 cells and the  $1/2$  of the intersection surface shared by each pair of cells, we have that the

extracellular relative surface,  $\phi$ , occupied by the cells within the triangle is:

$$\phi_{\Delta} = 1 - \frac{1}{A(\Delta)} \left( \frac{1}{2} \int_S dS - \frac{3}{2} \int_{\cap} dS \right) ,$$

This leads to an equilateral triangle of side 2, being its overall surface of the  $A(T) = \sqrt{3}$ . After applying a rescaling operation  $R \rightarrow \xi R$ , the other terms read:

$$\int_S dS = \pi \xi^2 ; \quad \int_{\cap} dS = 2 \left( \xi^2 \arccos \left( \frac{1}{\xi} \right) - \sqrt{\xi^2 - 1} \right) .$$

In terms of  $\alpha$ , using that  $\alpha = \frac{1}{\xi}$ :

$$\phi_{\Delta}(\alpha) = 1 - \frac{\sqrt{3}}{\alpha^2} \left( \frac{\pi}{6} - \arccos(\alpha) + \alpha \sqrt{1 - \alpha^2} \right) , \quad (\alpha \geq \alpha_c) . \quad (29)$$

Triangular gaps are closed at  $\alpha_{c1} \approx 0.866$ . Even closed, there might remain some space open allowing the transport of morphogen molecules. This is grasped by the constant  $\phi_0$ . As we can observe in figure (SN3), even allowing little openings, the closing of triangular gaps at  $\alpha_{c1}$  implies a collapse or drastic reduction of the connectivity of the interstitial network.

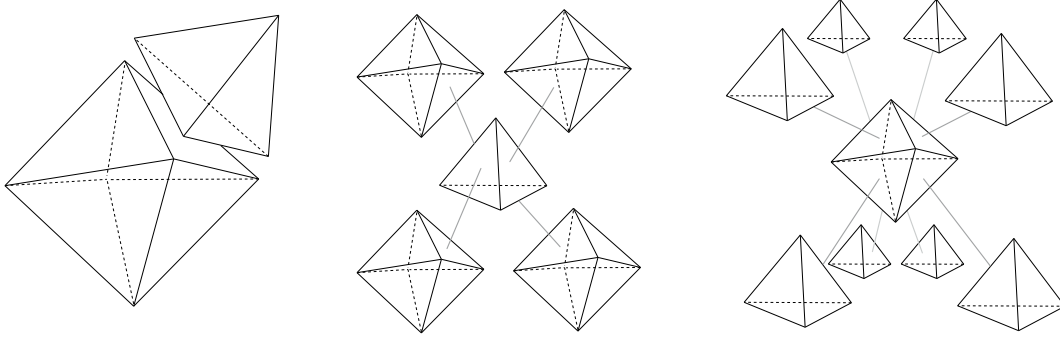

Figure SN3: Local structure of the *gap network* of a Face-Centered Cubic (FCC) packing. Vertices describe the center of mass of the cells, connections describe cell-cell contacts. Interstitial channels cross the triangular faces. When they are closed at  $\alpha_{c1} \approx 0.866$  the whole network either collapses or, suffers a drastic reduction of its connectivity. However, octahedral structures, with a square-like configuration in the center may retain certain fluid that may disappear below  $\alpha_{c2} \approx 0.707$ , where, in force balance, no gaps are allowed any more in densely, FCC-like packings.

### 1.5.2 Quadrilateral gaps

Using analogous reasoning, we can derive the relation accounting for the contribution of quadrilateral gaps. The general form will be:

$$\phi_{\square} = 1 - \frac{1}{A(\square)} \left( \int_S dS - 2 \int_{\cap} dS \right) .$$

The area of the square will be  $A(\square) = 4$ , leading to:

$$\phi_{\square}(\alpha) = 1 - \frac{1}{\alpha^2} \left[ \frac{\pi}{4} - \left( \arccos(\alpha) + \alpha \sqrt{1 - \alpha^2} \right) \right] .$$

Using the relation described in equation (28), we can infer the  $\alpha$  value at which quadrilateral gaps are closed, by just computing the re-scaling parameter  $\xi$  needed to reach the centroid of the square. A straightforward

calculation leads to  $\xi = \sqrt{2}$ . Therefore, we identify a second critical point below which, in a densely packed tissue, no interstitial gaps are expected,  $\alpha_{c_2} \approx 0.707$ . Using the same reasoning, we observe that the central point of a tetrahedron is reached at  $\alpha_{c_2}$ . Consistently:

$$\phi_{\Delta}(\alpha_{c_1}) = \phi_{\square}(\alpha_{c_2}) = 0 .$$

### 1.5.3 Approximation for the porosity index

In a densely packed tissue, the main contributions to porosity are driven by square-like gaps and triangular-like gaps –see figures (SN2) and (SN3). We neglect the role of tetrahedral gaps, as they reveal vanishingly small in 2D projections. In these regards, comparison of equation (27) with real data shows a simple form:

$$\phi(\alpha) \approx \phi_{min} + \phi_{\Delta}(\alpha) + \phi_{\square}(\alpha) . \quad (30)$$

That is just the sum of the triangular and quadrilateral contributions. We assume a contribution of  $\phi_{min} = 10^{-3}$  for the minimum porosity attainable. This is consistent with experimental measurements in highly rigid and packed tissues (Fig. 3d in the main text). With this offset we take into account that diffusive transport, albeit slowed down considerably [17], never completely vanishes in a packed tissue. Expression (30) closes the system of equations and provides a feedback mechanism from Nodal signal, via  $\phi(\alpha)$ , to the transport and kinetic parameters in the Nodal dynamics.

## 2 Numerical solutions

We solve equations (6), (7), (25) together with the relations (26) and (30) numerically on  $[0, l]$  with a uniform spatial grid with spacing  $dx = 1$ . Spatial derivatives are discretised and equations (6), (7), (25) are integrated in time using the Euler scheme with  $dt = 0.9(dx)^2 / (2 \max\{D_N, D_L\})$ , according to the stability criterion for diffusion.

We begun by basing our analysis within the parameter ranges identified in [1]. Note, that there the parameter fits were performed using Nodal and Lefty profiles at the time of 50% epiboly ( $t=120\text{min}$ ). Here, we instead consider both the intermediate dynamics and the steady state profiles.

We initially keep the diffusivities, degradation and production rates for Lefty and Nodal constant in time and space. In this case, the Nodal-Lefty system (Equations (6)-(7)) displays a non-monotonic Nodal dynamics (Fig. SN4 a), reminiscent of the one we find in experimental quantifications shown in the main text. At steady state, there is a Nodal gradient with a physiological range and a basically flat Lefty profile. At intermediate times, the Nodal gradient extends further into the tissue, but retracts as the amount of Lefty increases.

We then consider the full system of equations including the feedback through porosity, with parameters given in Table 1. We find that generally this enhances the non-monotonic dynamics of Nodal, with Nodal gradients retracting to a sharp profile (i.e. with reduced decay length) with higher levels of Nodal localised near the source (Fig. SN4 a versus SN4 b).

To quantify the spatiotemporal dynamics of the Nodal range we follow the method outlined below (see Fig. SN4 b):

- Define  $\lambda_{1/2}(t)$  as the distance at which the concentration reaches  $N(x=0, t)/2$  for each time  $t$ . This is a dynamical variable that captures the range of the Nodal gradients over time.
- Find the time  $\tau = \text{argmax}_t \lambda_{1/2}(t)$ . This time point indicate the time at which the Nodal gradient is the widest and so the time point just before the Nodal gradient begins to retract.
- Define  $N_{max} = N(x=0, \tau)$ , that is the maximum Nodal concentration at the time point when the Nodal range is maximised. We then quantify the range of the Nodal profile over time as the position  $x_N$  at which the gradient reaches the  $p$  fraction of that value, i.e.  $N(x_N) < pN_{max}$ , with  $p = 0.1, 0.2, 0.3$ .

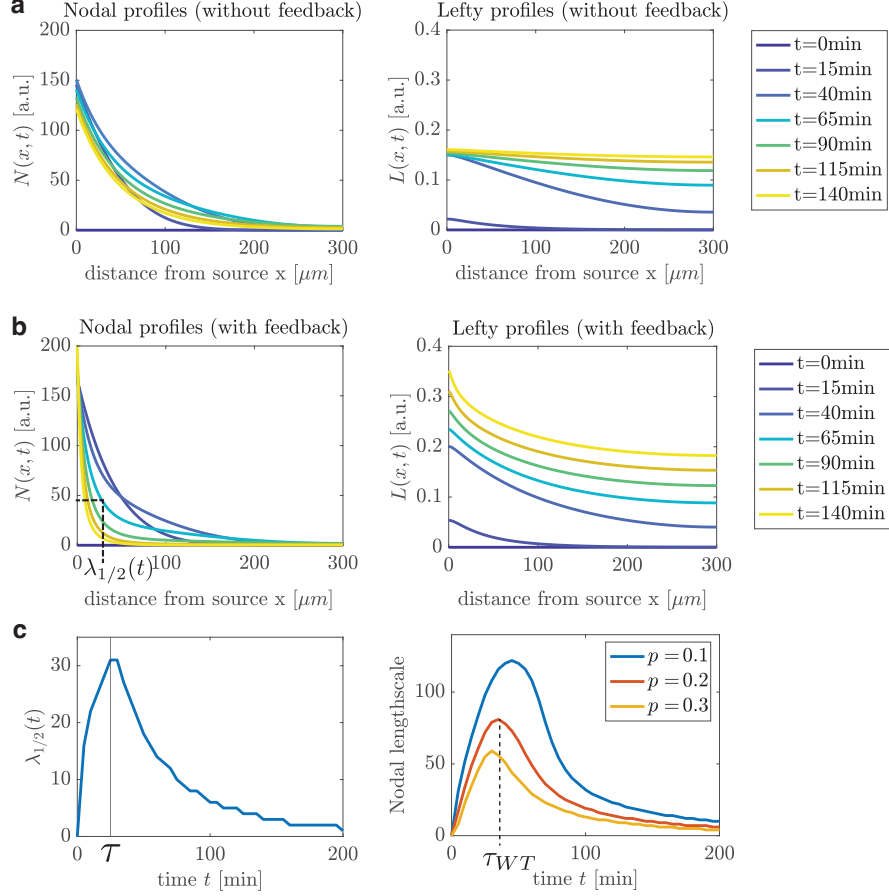

Figure SN4: **(a)** Dynamics of Nodal and Lefty with constant diffusivities and degradation and production rates (i.e. without feedback). **(b)** Dynamics of Nodal and Lefty with feedback through porosity. **(c)** Quantification of the non-monotonic dynamics of the Nodal range, with the time of Nodal peak  $\tau_{WT}$  defined on the  $p = 0.2$  curve. Parameters are as given in table 1, but with  $\sigma_E = 0$  (i.e. porosity dynamics is turned off).

- We normalize time by defining  $\tau_{WT}$  to be the time of the peak in the Nodal length scale profile and setting  $\tau_{WT} = 1$ .

This approach allows us to assess the position beyond which the Nodal signalling levels drop below a pre-defined threshold. This method of quantifying the Nodal range is designed to be comparable to the experimental quantifications in the main text where we quantify the Nodal range by measuring the number and extend of Smad2 positive nuclei, presumably only detecting nuclei that have sufficiently high levels of Smad2. The quantifications presented in Fig. 3 in the main text take  $p = 0.2$ . Note that the value of  $N_{max}$  is quantified from the WT numerical solutions (with feedback) and the same value of  $N_{max}$  is used to define the lower threshold for signal detection in WT and wnt11 solutions (with and without feedback respectively).

## 2.1 Quantifications

We now compare simulations that represent the following experimental conditions: WT (full model; labelled *with feedback*), MZwnt11f2/slb mutant ( $E, \alpha, \phi$  dynamics turned off:  $\sigma_E = 0$ ; labelled *without feedback*), MZlefty1/2 mutant ( $L$  production turned off:  $\sigma_L = 0$ ; labelled *without lefty*).

| Parameter      | Numerical value              | Explanation                                                                                                          |
|----------------|------------------------------|----------------------------------------------------------------------------------------------------------------------|
| $D_N^0$        | $1.95 \mu m^2/s$             | Nodal effective diffusivity at $t = 0$ ; Average of $0.7 \mu m^2/s$ (Cyclops) and $3.2 \mu m^2/s$ (Squint) from [4]  |
| $D_L^0$        | $15.0 \mu m^2/s$             | Lefty effective diffusivity at $t = 0$ ; Average of $11.1 \mu m^2/s$ (Lefty1) and $18.9 \mu m^2/s$ (Lefty2) from [4] |
| $l$            | $300 \mu m$                  | size of experimental measurement window                                                                              |
| $k_N^0$        | $1.25 \times 10^{-6} s^{-1}$ | Nodal eff. degradation rate at $t = 0$                                                                               |
| $k_L^0$        | $7.5 \times 10^{-7} s^{-1}$  | Lefty eff. degradation rate at $t = 0$                                                                               |
| $k_{NL}$       | $10 s^{-1}$                  | Lefty-Nodal inhibition parameter; range $10^{-5} - 10^{-1}$ in [1]                                                   |
| $N_a$          | 31.62 a.u.                   | Nodal production activation threshold                                                                                |
| $N_L$          | 300 a.u.                     | Lefty production activation threshold                                                                                |
| $L_N$          | 15.8 a.u.                    | Lefty-induced inhibition threshold                                                                                   |
| $\sigma_N$     | $10^{-2}$ a.u.               | Nodal (relay) production strength                                                                                    |
| $\sigma_L$     | $1.2 \times 10^{-2}$ a.u.    | Lefty production strength                                                                                            |
| $k_E$          | $2 \times 10^{-4}$           | sets timescale of adhesion strength build-up                                                                         |
| $N_E$          | 23.71                        | $0.75 \times N_a$                                                                                                    |
| $\sigma_E$     | $5.88 \times 10^{-5}$        | $\sigma_E = E^* k_E$                                                                                                 |
| $E^*$          | 0.2941                       | $E^* = \alpha_{min}^{-1} - \alpha_0^{-1}$                                                                            |
| $\alpha_0$     | 0.881                        | $\langle \alpha(x) \rangle (t = 0)$ from experiment (WT, see main text)                                              |
| $\alpha_{min}$ | 0.7                          | minimal $\alpha$ from experiment                                                                                     |
| $\beta$        | 0.1                          | $\beta = c_{int}/c_{ext}$                                                                                            |
| $m_N$          | 2                            | Hill-coefficient in Nodal relay                                                                                      |
| $m_L$          | 8                            | Hill-coefficient in Lefty production                                                                                 |
| $s_0$          | 5                            | source of Nodal at $x = 0$                                                                                           |

Table 1: Numerical values of parameters for Figure SN4.

| Parameter  | Numerical value                |
|------------|--------------------------------|
| $k_N^0$    | $1.5195 \times 10^{-6} s^{-1}$ |
| $k_L^0$    | $7.4653 \times 10^{-7} s^{-1}$ |
| $k_{NL}$   | $10.3034 s^{-1}$               |
| $N_a$      | 31.6228 a.u.                   |
| $N_L$      | 200 a.u.                       |
| $L_N$      | 19.1507 a.u.                   |
| $\sigma_N$ | $10^{-2}$ a.u.                 |
| $\sigma_L$ | $4.6539 \times 10^{-4}$ a.u.   |
| $k_E$      | $2.3082 \times 10^{-4}$        |

Table 2: Numerical values of parameters for main text Figures 3 and 4 (parameters not listed here are the same as in Table 1).

Throughout our analyses we compare model dynamics to the experimental observations by quantifying the following measures:

- the Nodal range as defined above, with  $p = 0.2$
- time  $\tau_{WT}$  of Nodal range peak in the WT simulation and normalise time  $t$  relative to this
- the average porosity  $\langle \phi \rangle = \frac{1}{l_1} \int_0^{l_1} \phi(x) dx$ ,  $l_1 = 50\mu m$ , corresponding to the IFF measurement close to the YSL.
- the total production of Lefty and Nodal in the tissue over time:  $N^{prod}(t) = \int_0^L dx \frac{\sigma_N}{1+(N_a/N(x))^{m_N}}$ ,  
 $L^{prod}(t) = \int_0^L dx \frac{\sigma_L}{1+(N_L/N)^{m_L}}$ .
- spatiotemporal profiles of Nodal  $N(x, t)$ , which we compare to the experimental profiles of Smad2 N/C ratios

## 2.2 Parameter choices

Table 2 shows the parameters used for the theoretical model results shown in figures 3 and 4 in the main text. Although the expansion of the Nodal gradient and a delay in Nodal termination appear to be general features of the theoretical set-up with feedback between porosity and Nodal, we have identified some dependencies of these behaviours on parameter choices.

The observed features depend on the following relations between the activation thresholds for the three key model components that depend on the local Nodal levels:  $N_E < N_a < N_L$ . In other words, as the Nodal profile grows, the following temporal sequence drives the dynamics we observe

- first, the adhesion strength begins to increase, leading to a drop in the porosity near the margin
- second, the Nodal relay is activated, extending the Nodal gradient further into the tissue
- third, Lefty levels start to rise and eventually cause the Nodal profile to retract. The porosity-mediated localisation of both Nodal and Lefty near the source occur on a similar time scale, in order to enhance the inhibiting effect of Lefty.

For the Lefty production to be responsive to the porosity-induced changes of Nodal dynamics, the activation threshold for Lefty,  $N_L$ , needs to lie approximately at the maximum Nodal values achieved in the no-feedback (MZwnt11f2/slb) simulations. In this way, the porosity-mediated localisation of Nodal at the source enhances local Lefty production. This, in turn, reinforces the biochemical feedback between Lefty and Nodal (as shown by L-N degradation term).

Further, parameters are chosen to ensure that in the absence of Lefty, the Nodal gradient extends throughout the entire tissue (see Fig. SN5), i.e. the porosity change alone is not sufficient to cause Nodal retraction. Imposing this constraint in our theoretical model is motivated by our experimental quantifications of the Smad2 positive nuclei in Lefty mutants, where Smad2 positive nuclei extend to the entire tissue (Fig. 2e in the main text).

To improve our parameter estimation we used the Mesh Adaptive Direct Search algorithm (MADS), designed for difficult blackbox optimization problems [18]. These issues occur when the functions defining the objective are the result of costly computer simulations, which in this work arise since we are solving the dynamics of Eq.(6), (7), (25) numerically. The loss function was defined as the sum of two contributions. First, the mean square error between the experimentally measured Smad2 positive nuclei distance from the YSL over time in WT and MZwnt11f2/slb conditions (Fig. 3g and h in the main text) and the corresponding range of the Nodal signalling gradient with and without feedback that we computed as outlined in the previous subsection. Second, the loss function accounts for the mean square error between the  $\alpha$  quantifications in space and time in the WT data and the corresponding values of  $\alpha$  computed numerically; Supplementary Fig. 3f cited in the main text shows experimental data and best theoretical fit found by the optimizer for

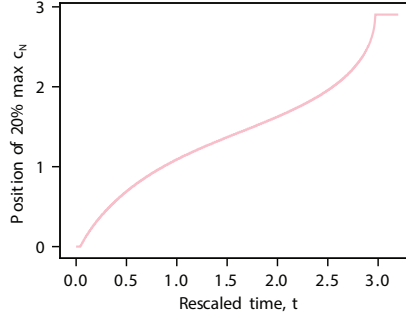

Figure SN5: The range of Nodal length scale in numerical solutions without Lefty ( $\sigma_L = 0$ ) for the set of parameters used to produce all main text figures. The max  $C_N$  used here is based on the case with feedback in Fig. 3f (main text). Parameters: see Table 2. The length scale reaches saturation, i.e. Nodal extends through the entire tissue.

$\alpha(x, t)$ . These two mean squared errors were individually normalized so that their contributions were equal. This was run locally to the parameter sets we had identified from previously published work and using the analysis above.

### 2.3 The role of Nodal relay

Nodal has been proposed to disperse through diffusion of ligands secreted from the YSL and a relay mechanism whereby Nodal signalling activates its own transcription and secretion [5]. We have therefore implemented both of these processes to our theoretical framework and analysis.

Previous work shows that a relay mechanism can lead to production in the entire tissue in certain parameter ranges [19]. To estimate the relay strength  $\sigma_N$  for which this would happen in our model and define parameter regimes where relay operates, we consider the Nodal equation with  $m_a = 1$ , in the absence of Lefty and the external source,

$$\partial_t N = D_N \partial_x^2 N - k_N N + \sigma_N \frac{N}{N_a + N}. \quad (31)$$

The steady state equation has two constant solutions

$$N_1 = 0, \quad N_2 = \frac{\sigma_N - k_N N_a}{k_N}. \quad (32)$$

However,  $N_2 > 0$  (i.e. the non-trivial solution exists) only if  $\sigma_N > k_N N_a$ , which provides an estimate for the critical activation strength beyond which the entire tissue will be producing, also in the case of a non-zero source.

To investigate whether our findings hold true, independently of the relative contribution of diffusive versus relay-driven mechanisms, we have varied the contribution of the two processes and asked whether the key features we have identified in our analysis in the presence of feedback between Nodal and tissue packing are general. We found that the reduction in the Nodal range and the faster termination of Nodal signalling we report in the main text are consistent with parameter choices that remove the relay contribution all together and that enhance the relay contribution compared to the parameter set used for our main text results (Fig. SN6a). In both these cases we noted a delay in lefty production in the absence of the feedback (Fig. SN6b) and expansion of the Nodal gradient and reduction in the Nodal concentration near the margin (Fig. SN7), as reported in the main text. To estimate the contribution of the relay mechanism to the total gradient we compared  $\lambda_{1/2}(t)$  for the case with relay ( $\sigma_N \neq 0$ ) and the case where we turn relay off ( $\sigma_N = 0$ ) (Figure SN6, c).

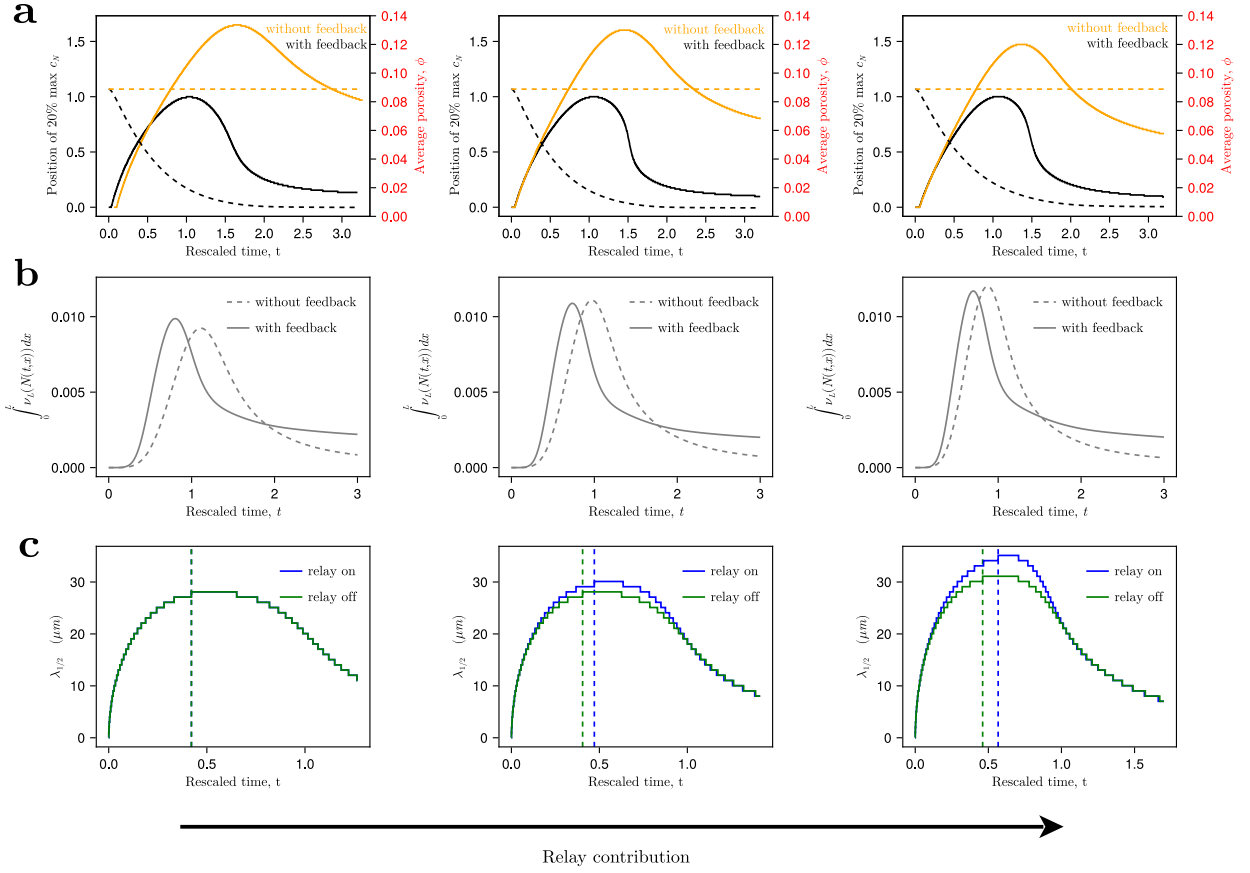

Figure SN6: **(a)** Nodal length scales and averaged porosities from simulations with and without feedback for varying contribution of the Nodal relay component as indicated by the arrow at the bottom of the figure. **(b)** Total Lefty production in the tissue with and without feedback. **(c)**  $\lambda_{1/2}(t)$  from simulation with feedback, with and without relay. Parameters: for left column as in main text Fig. 3, 4 but  $\sigma_N = 0$ , for middle column as in main text Fig. 3, 4, for right column as in main text Fig. 3, 4 but  $k_E^{new} = 0.8k_E$  and  $\sigma_N^{new} = 1.5\sigma_N$ .

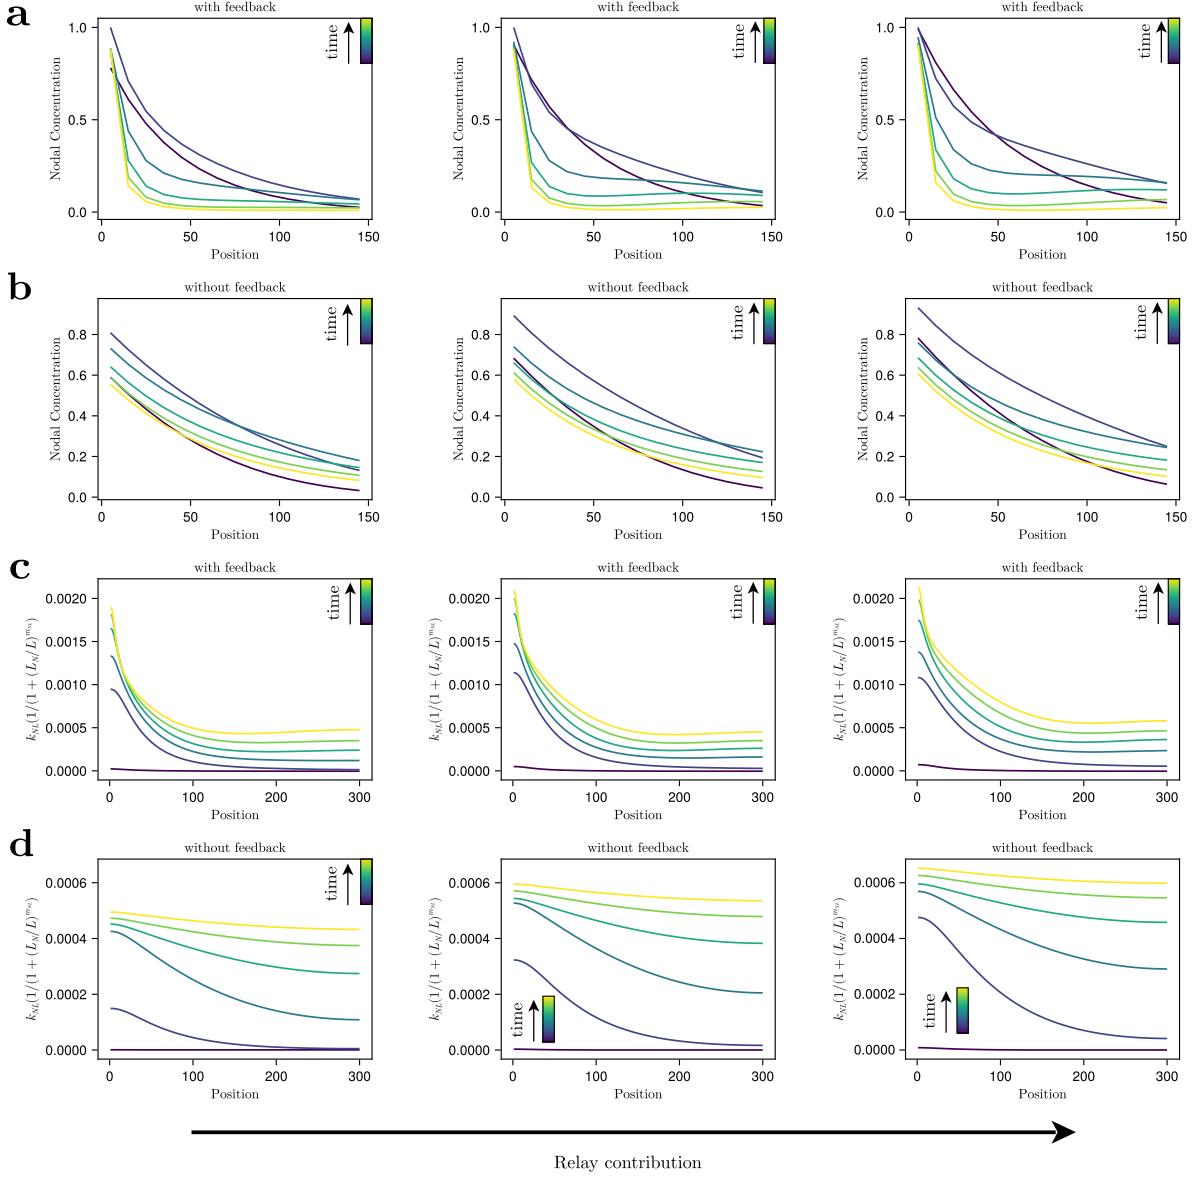

Figure SN7: Nodal concentration profiles with feedback **(a)** and without feedback **(b)** (both scaled to maximum value in (a)), and magnitude of Lefty-induced inhibition with feedback **(c)** and without feedback **(d)**. Time points plotted are  $[0.5, 1, 1.5, 2, 2.5, 3]\tau_{WT}$  (from dark blue to yellow). Columns map to parameters that correspond to an increase contribution of relay from left to right as indicated by the arrow at the bottom. Parameters: for left column as in main text Fig. 3, 4 but  $\sigma_N = 0$ , for middle column as in main text Fig. 3, 4, for right column as in main text Fig. 3, 4 but  $k_E^{new} = 0.8k_E$  and  $\sigma_N^{new} = 1.5\sigma_N$ .

### 3 Impact of diffusivity and degradation on the morphogen amplitude and decay length

To understand how changes in the effective diffusion,  $D_{eff}$  and effective degradation  $k_{eff}$  are expected to affect the morphogen amplitude ( $C_0$ ) and the decay length  $\lambda$ , we consider the minimal diffusion-degradation equation for a morphogen [20]

$$\partial_t C = \partial_x (D_{eff} \partial_x C) - k_{eff} C + s_0 \delta(x). \quad (33)$$

with no-flux boundary conditions  $\partial_x C|_{x=0} = \partial_x C|_{x=l} = 0$ . In the limit  $\lambda \ll l$ , the (well-known) steady state is

$$C(x) = C_0 e^{-x/\lambda} \quad (34)$$

with the decay length  $\lambda = \sqrt{D_{eff}/k_{eff}}$  and amplitude  $C_0 = \frac{s_0}{2} (k_{eff} \lambda (1 - e^{-l/\lambda}))^{-1} \approx \frac{s_0}{2\sqrt{D_{eff}k_{eff}}}$ . Figure SN8 illustrates that, in this simple scenario, an increase in  $C_0$  can be facilitated by a reduction in  $D$ . This reasoning indicates that the changes in the GFP-tagged Squint observed experimentally are consistent with the conclusion that the tissue rigidity transition and concomitant decrease in porosity restricts the diffusivity of Nodal ligands (main text Fig. 3m-o and Supplementary Fig. 3k-r).

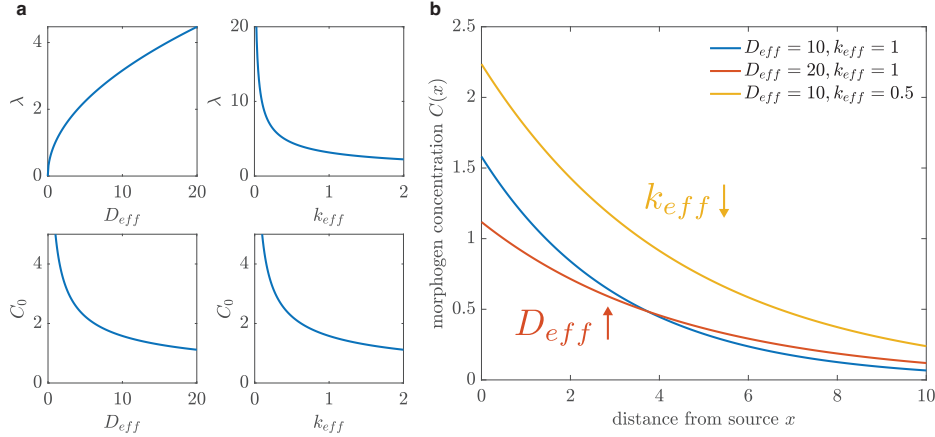

Figure SN8: **(a)** Plots of  $\lambda = \sqrt{D_{eff}/k_{eff}}$  and  $C_0 = \frac{s_0}{2} (k_{eff} \lambda (1 - e^{-l/\lambda}))^{-1}$ . **(b)** Halving the degradation or doubling the diffusivity has the same effect on  $\lambda$ , but the amplitude increases in the former case and decreases in the latter. Parameters (if not varied):  $s_0 = 10, l = 100, D_{eff} = 10, k_{eff} = 1$ .

### 4 Simulations of cell networks and cell tilings with varying connectivity and adhesion

In this section we detail the steps followed to construct networks and cell tilings with gradient in adhesion and connectivity along the vertical axis. For the latter, we introduce the soap-bubble Hamiltonian [21, 22], which will become the target function that will lead the optimization process. From the structure of cell-cell contacts, we can derive the rigidity properties of the system. Besides the emerging topological structure of the network of cell-cell contacts, the computation of optimal tilings given a certain surface tension parameter is also used to compute the formation of Tri-cellular junctions.

## 4.1 Construction of networks with connectivity gradient

The basic network structure is a 2D triangular lattice, in which some disorder in the location of nodes is introduced, which may trigger the appearance of new links, due proximity, or their removal, in case the two nodes get separated more than a threshold beyond which it is considered that they cannot represent a cell-cell contact. Upon this basic structure, to explore how the cell connectivity affects the spatial distribution of the Giant Rigid Cluster (GRC), we generated networks of size 35x35 nodes with a linear connectivity gradient, keeping the global average connectivity fixed. This is achieved by pruning links probabilistically from a totally connected triangular lattice –with geometric disorder, as explained above– with link deletion probability increasing linearly along the vertical axis of the network.

## 4.2 Construction of in-silico cell-tilings with adhesion gradient

To explore the effects of the adhesion gradient on the GRC localization, we simulate non-confluent tissues as 2D cell arrangements with linearly decreasing adhesion along the vertical axis. The energy of the tissue can be described by a soap-bubble-like Hamiltonian [21, 22]:

$$\mathcal{H} = \alpha \sum_{i < j} w_{ij} + \frac{1}{2} \sum_i a_i, \quad (35)$$

where  $w_{ij}$  denotes the contact area between cells  $i$  and  $j$ ,  $a_i$  is the area of cell  $i$  in contact with interstitial fluid, and  $\alpha$  is a non-dimensional parameter defined as:

$$\alpha = \frac{\gamma_{cc}}{2\gamma_{cf}} = \cos\left(\frac{\theta}{2}\right), \quad (36)$$

with  $\theta$  being the angle between the membranes of two cells in contact,  $\gamma_{cc}$  is the cell-cell surface tension, and  $\gamma_{cf}$  is the cell-fluid surface tension. Conservation of cell area is imposed as a boundary condition throughout the optimization process. The above equation establishes a connection between the relation among surface tensions and the angle between two membranes in contact to the fluid, an observable feasible to extract from real systems. Numerical simulations of 2D cell tilings have been performed using the C based software **Surface Evolver** version 2.70 [23]. To start the simulation, the initial configuration needs to be generated, specifying the location of the cells, a primary polygon-like geometry and the initial topology of cell-cell contacts. Later this initial condition will evolve 1/ By increasing the resolution of the perimeter of the cells –thereby achieving realistic geometries– and 2/ Optimizing the global geometry of individual cells and size of cell-cell contacts according to the global soap-bubble-like Hamiltonian as the one in Eq. 35, in a relaxation process towards the desired  $\alpha$  value. The action of external pulling -or pushing forces is not considered here and, thereby, we expect the tilings to be in equilibrium with respect the soap-bubble Hamiltonian. To generate random tilings with subcritical target densities  $\phi_T$ , we follow the RSA algorithm [24] as implemented in [15] –further we will introduce the gradient in adhesion:

- Over an a-priori defined square of length  $L$  –in units of cell diameter  $D = 2R$ , where  $R$  is the average cell radius– send  $N'$  random possible coordinates  $\vec{x}_1, \dots, \vec{x}_{N'}$ .
- The sequential process of generation of random coordinates is subject to a selection criteria: If when generating the  $k$ -th random coordinate an already existing coordinate  $\vec{x}_i$ ,  $i < k$  is such that  $d(\vec{x}_i, \vec{x}_k) < (1 - \epsilon)2R$  this coordinate  $\vec{x}_k$  is discarded, as it would lead to a large overlapping pair of disks.
- If the number of accepted generated coordinates  $N$  ( $N \leq N'$ ) reaches a value such that,  $\phi_T \leq N\phi R^2/L^2$ , where  $\phi_T$  is the target density, the process stops, since the target density has been achieved.
- If after a long number of iterations, the target density cannot be achieved, we perform a random search along the area identifying possible empty spaces that can be filled using the previous distance conditions.

- We build a collection  $C_1, \dots, C_N$  of disks centered on each of the accepted coordinates  $(\vec{x}_1, \dots, \vec{x}_N)$ . For any pair of disks  $C_i, C_k$  such that  $d(\vec{x}_i, \vec{x}_k) \leq 2R$  we define a contact. Since the presence of overlaps and further changes on adhesion may slightly alter the cell fraction, we may encounter the situation by which the actual achieved density  $\phi < \phi_T$ . If this happens, we need to generate more disks, refining the halting condition and rewriting it as  $\phi \leq (N + \delta)\phi R^2/L^2$  to achieve the desired densities  $\phi \approx \phi_T$  after optimization.

Once generated, the seed is stabilized in the hard-disk regime ( $\alpha = 1$ ). Each cell is described by a set of vertices and segments, whose minimum length is controlled by the parameter  $t$ . We generate tilings of 26x26 cells. The evolution of the tissue will be simulated as follows.

- Decrease  $\alpha$  for each region of the tiling, according to the imposed gradient, in a quasi-static way until the desired  $\alpha$  is reached. The gradient is imposed such that the bottom layer has target  $\alpha = 0.77$  and the top layer has target  $\alpha = 0.95$ , values that agree with the measurements in real systems.

In this step, the mechanism of re-meshing implemented by the **Surface Evolver** acts by alternatively reducing and increasing the resolution of the geometry of the cells. This is done by merging all segments lower than a certain length ( $t$  parameter) and subsequently dividing such segments by 2. With this, the optimization algorithm can explore the potential configurations minimizing the global surface energy in an efficient way. According to our simulations, working with very fine grained geometries (low  $t$  parameters) all the time may trap the system in local optima. In consequence, we need to introduce sporadically large merging events (large  $t$ 's) to trigger topological changes. To preserve the high resolution of the simulation but, at the same time, allow topological rearrangements, we apply the re-meshing  $t$ -parameter as following a Weibull function:

$$p(t) = \frac{k}{\lambda} \left( \frac{t}{\lambda} \right)^{k-1} e^{-(t/\lambda)^k}.$$

This allows us to perform most of the re-meshing events around a well defined mean, keeping high resolution, but, from time to time, massive re-meshing events allow topological rearrangements.

- When the targeted  $\alpha$  is reached and no changes on the energy are appreciated throughout successive rounds of optimization, we end the process. The resulting configuration is a tiling with the desired  $\alpha$  gradient and approximately the target density  $\phi_T$ .

### 4.3 Rigid cluster analysis

Identification of floppy and rigid areas of the 2D cell-cell contact networks was performed using `pebble.py`, available at: <https://github.com/coldlaugh/pebble-game-algorithm/blob/master/pebble.pyx> [25].

## References

- [1] María Almuedo-Castillo, Alexander Bläbä, David Mörsdorf, Luciano Marcon, Gary H. Soh, Katherine W. Rogers, Alexander F. Schier, and Patrick Müller. Scale-invariant patterning by size-dependent inhibition of Nodal signalling. *Nature cell biology*, 20(9):1032–1042, 2018.
- [2] Sybren R. De Groot and Peter Mazur. *Non-equilibrium Thermodynamics*. Dover, 1984.
- [3] Maria Bruna and S. Jonathan Chapman. Diffusion in Spatially Varying Porous Media. *SIAM Journal on Applied Mathematics*, 75(4):1648–1674, 2015.
- [4] Patrick Müller, Katherine W. Rogers, Ben M. Jordan, Joon S. Lee, Drew Robson, Sharad Ramanathan, and Alexander F. Schier. Differential Diffusivity of Nodal and Lefty Underlies a Reaction-Diffusion Patterning System. *Science*, 336(6082):721–724, 2012.

- [5] Antonius L. van Boxtel, John E. Chesebro, Claire Heliot, Marie-Christine Ramel, Richard K. Stone, and Caroline S. Hill. A temporal window for signal activation dictates the dimensions of a nodal signaling domain. *Developmental Cell*, 35(2):175–185, 2015.
- [6] Yu Chen and Alexander F. Schier. The zebrafish Nodal signal Squint functions as a morphogen. *Nature*, 411(6837):607–610, 2001.
- [7] Yu Chen and Alexander F Schier. Lefty Proteins Are Long-Range Inhibitors of Squint-Mediated Nodal Signaling. *Current Biology*, 12(24):2124–2128, 2002.
- [8] Graham E. Bell and John Crank. Influence of imbedded particles on steady-state diffusion. *Journal of the Chemical Society, Faraday Transactions 2: Molecular and Chemical Physics*, 70(0):1259–1273, 1974.
- [9] Daniel M. Tartakovsky and Marco Dentz. Diffusion in Porous Media: Phenomena and Mechanisms. *Transport in Porous Media*, 130(1):105–127, 2019.
- [10] Pierre Recho, Adrien Hallou, and Edouard Hannezo. Theory of mechanochemical patterning in biphasic biological tissues. *Proceedings of the National Academy of Sciences*, 116(12):5344–5349, 2019.
- [11] John Crank. *The Mathematics of Diffusion*. Oxford Science Publications. Clarendon Press, Oxford, UK, 2nd edition, 1975.
- [12] M. P. Dalwadi, I. M. Griffiths, and M. Bruna. Understanding how porosity gradients can make a better filter using homogenization theory. *Proceedings of the Royal Society A: Mathematical, Physical and Engineering Sciences*, 471(2182):20150464, 2015.
- [13] Magnus Röding. Shape-dependent effective diffusivity in packings of hard cubes and cuboids compared with spheres and ellipsoids. *Soft Matter*, 13(46):8864–8870, 2017.
- [14] Kristina S Stapornwongkul, Marc de Gennes, Luca Cocconi, Guillaume Salbreux, and Jean-Paul Vincent. Patterning and growth control in vivo by an engineered GFP gradient. *Science (New York, N.Y.)*, 370(6514):321–327, 2020.
- [15] Laura Rustarazo-Calvo, Cristina Pallares-Cartes, Adrián Aguirre-Tamaral, Elisa Floris, Maximilian Hingerl, Camilla Autorino, Arif Ul Maula Khan, Bernat Corominas-Murtra, and Nicoletta I. Petridou. Adhesion-driven tissue rigidification triggers epithelial cell polarity. *bioRxiv preprints*, (10.1101/2025.03.18.644006), 2025.
- [16] *Sphere packings, lattices and groups / by J.H. Conway and N.J.A. Sloane*. Grundlehren der mathematischen Wissenschaften ; 290. Springer, 1988.
- [17] Timo Kuhn, Amit N. Landge, David Mörsdorf, Jonas Coßmann, Johanna Gerstenecker, Daniel Čapek, Patrick Müller, and J. Christof M. Gebhardt. Single-molecule tracking of Nodal and Lefty in live zebrafish embryos supports hindered diffusion model. *Nature Communications*, 13(1):6101, 2022.
- [18] Charles Audet and John E Dennis Jr. Mesh adaptive direct search algorithms for constrained optimization. *SIAM Journal on optimization*, 17(1):188–217, 2006.
- [19] Johanna E M Dickmann, Jochen C Rink, and Frank Jülicher. Long-range morphogen gradient formation by cell-to-cell signal propagation. *Physical Biology*, 19(6):066001, 2022. by Lewis, 2022.
- [20] Ortrud Wartlick, Anna Kicheva, and Marcos González-Gaitán. Morphogen Gradient Formation. *Cold Spring Harbor Perspectives in Biology*, 1(3):a001255, 2009.
- [21] Takashi Hayashi and Richard W Carthew. Surface mechanics mediate pattern formation in the developing retina. *Nature*, 431(7009):647–652, 2004.

- [22] D. L. Weaire and S. Hutzler. *The Physics of Foams*. Clarendon Press, 1999.
- [23] K. Brakke. The surface evolver. *Experimental Mathematics*, 1(2):141–165, 1992.
- [24] Einar L. Hinrichsen, Jens Feder, and Torstein Jøssang. Random packing of disks in two dimensions. *Phys. Rev. A*, 41:4199–4209, Apr 1990.
- [25] Leyou Zhang, D. Zeb Rocklin, Bryan Gin-gé Chen, and Xiaoming Mao. Rigidity percolation by next-nearest-neighbor bonds on generic and regular isostatic lattices. *Phys. Rev. E*, 91:032124, Mar 2015.

# Supplementary material for: Tissue rigidity phase transition shapes morphogen gradients
**Source:** Nat Cell Biol. 2026 May 14;28(6):1191–203. doi: 10.1038/s41556-026-01954-4
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | ZEN3.3 (Blue Edition, Carl Zeiss), LAS-X (v 3.7.4, Leica Microsystems)                                                                                                                                                                                                                                                                                                   |
| Data analysis   | Python (v 3.10.9 - python packages: matplotlib (v 3.7.0), pandas (v 1.5.3 and v 2.2.2), seaborn (v 0.12.2), numpy (v 1.23.5 and v 1.26.4), imageio (v 2.34.2), scikit-image (v 0.24.0), scipy (v 1.14.0)), Fiji (v 2.3.0, ImageJ2), Imaris (v 10.1, Oxford Instruments), Cellpose (v 2 and v 3), GraphPad Prism (v 10) and CellRanger (v 7.1.0, 10x Genomics) were used. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data supporting these findings are provided in the Source Data. The single cell sequencing datasets generated in this study are publicly available with the

following Gene Expression Omnibus (GEO) accession codes: GSE299074, GSM9032491, GSM9032492. The lefty1 coding sequence used to design the smFISH probes is available under accession code ENSDART00000019196.7.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

No sample size calculation was performed. Sample size is different in each experiment. All samples sizes are reported in figure legends. Sample size was chosen based on our previous experience and the work of other groups using zebrafish embryos as a model system.

### Data exclusions

No data were excluded from the analysis

### Replication

All attempts at replication were successful. At least more than three independent experiments were performed. This information is also stated in the figure legends.

### Randomization

No randomization methods were used to determine how samples/organisms were allocated.

### Blinding

No blind allocations during data collections and/or analysis was relevant to the study.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

Rabbit anti pSMAD2/3(8828S, Cell Signalling, 1:1000 - MAb - Clone D27F4, Lot 8), Schauer et al., Elife, 2020  
 Mouse anti beta-catenin (C7202, Sigma Aldrich, 1:100 - MAb - Clone 15B8, Lot 089M4857V),  
 Mouse anti-E-Cadherin (Cat. No. 610181, BD Biosciences, 1:200 - Lot 4283007), Pollock 2021  
 Goat anti-rabbit Alexa 647 (A21244, Invitrogen, 1:500 - Lot 2247991)  
 Goat anti-mouse Alexa 647 (A21235, Invitrogen, 1:500 - Lot 2272554)  
 Goat anti-mouse Alexa 488 (A11001, Invitrogen, 1:500 - Lot 2220848)  
 Sheep alkaline phosphatase anti-digoxigenin antibody (11093274910, Roche, 1:2000 - Lot 32871922)

## Validation

Antibodies were validated by the specificity of their location and have been previously validated in zebrafish:  
 - anti-pSMAD2/3: Van Boxtel et al., Developmental Cell, 2015; Schauer et al., Elife, 2020; Lord et al., Elife, 2021; <https://www.cellsignal.com/products/primary-antibodies/phospho-smad2-ser465-467-smad3-ser423-425-d27f4-rabbit-monoclonal-antibody/8828>  
 - anti-beta-catenin: Schauer et al., Elife, 2020; <https://www.sigmaaldrich.com/DE/en/product/sigma/c7207>  
 - anti-E-cadherin: Pollock et al., Prion 2021; Lord et al., Elife, 2021; [https://www.bdbiosciences.com/en-de/products/reagents/western-blotting-and-molecular-reagents/purified-mouse-anti-e-cadherin.610181?tab=citations\\_references](https://www.bdbiosciences.com/en-de/products/reagents/western-blotting-and-molecular-reagents/purified-mouse-anti-e-cadherin.610181?tab=citations_references)  
 - anti-rabbit Alexa 647: <https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21244>  
 - anti-mouse Alexa 647: <https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21235>  
 - anti-mouse Alexa 488: <https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11001>  
 - anti-DIG: Schauer et al., Elife, 2020; <https://www.sigmaaldrich.com/DE/en/product/roche/11093274910>

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Danio rerio zebrafish strains wildtype A2B2, Tg(mezzo:eGFP), MZwnt11/slb-tx226, MZoept-tz257, MZlefty1-a145/lefty2-a146, Gt(ctnna-citrine)ct3a at adult (7-20 months) and embryonic stages (until 7 hours post fertilization) were used.

## Wild animals

The study did not involve wild animals

## Reporting on sex

Female and male adult fish were used for natural mating. The sex of the embryos used is unknown.

## Field-collected samples

The study did not involve field-collected samples

## Ethics oversight

All animal experiments were carried out according to the guidelines of the Committee for Animal Welfare and Institutional Animal Care and Use (IACUC) under EMBL's Policy on the Protection and Welfare of Animals Used for Scientific purposes (IACUC code 21-010\_HD\_NP).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

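Single-cell RNA sequencing of whole zebrafish embryos at the shield stage was analysed, with 1 library of wild-type and 1 library of *MZwnt11f2/slb* embryos. How many embryos went into each library is not given in the sources used here. The authors dissociated and fixed the embryos with ACME, sorted DAPI-stained cells to enrich for singlets, made Chromium 3′ v3.1 libraries and processed the reads with CellRanger. The matrix headers name version 6.1.1, which is not the version named in the methods. The genome build, the annotation release and whether intronic reads were counted are not given in the sources used here, so no coordinates are printed. The deposited values are raw UMI counts for 27597 genes in the barcodes called as cells, with no normalization by the authors. Gene names are those of the deposited gene list, in which 548 symbols are carried by more than 1 identifier. Counts of such copies may be split between them.

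Cells were not filtered in the main setting. Counts were divided by size factors, log10(x + 1)-transformed, scaled and reduced to 30 principal components over genes detected in at least 10 cells, without the 19 Nodal panel genes and *wnt11f2*. The components were replaced by their residuals on log10 UMIs and on the sample, in place of Monocle3's mutual nearest-neighbour alignment, and cells were clustered on a graph of 20 nearest neighbours by the Leiden algorithm (resolution 1, seed 0). Clusters were named from marker lists fixed before the data were examined. A name needed at least 3 markers with at least 10 UMIs and a fold of at least 1.5 over the other cells, and no more markers of another class than of its own among the top 10 genes by fold with at least 50 UMIs; a cluster of very low median UMI count also needed a marker of its own among these. These thresholds, and the weighting of the neighbour graph, were not fixed beforehand. An unweighted graph was tried after the values of the weighted graph had been seen; the weighted graph, which was run first, was kept as the main setting and the unweighted graph is reported as an added alternative. Of 17 clusters 12 were named.

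Doublets were not removed in the main setting. Scrublet, run on each library as an alternative, called 1 of 8862 wild-type cells and 0 of 7911 *MZwnt11f2/slb* cells, so it did not work on these data, and doublets among the cells, above all in the clusters with the highest UMI counts, remain possible.

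UMIs were summed over the meso-endoderm-like cells of each library and divided by the class's total. With 1 library per genotype no test was made. Log2 ratios carry exact conditional 95% intervals of the ratio of 2 Poisson counts, shares carry exact binomial intervals, and both cover counting error only. Where a count was 0, a floor of 3 counts in the group was used for a lower bound. The panel median was compared with 10000 random lists matched on mean expression within windows of 200 genes, and its interval is from 2000 redraws of the counts. Shares of cells with a UMI were taken after thinning each cell to 2944 UMIs, the lower of the libraries' 25th percentiles, which left out 2215 wild-type and 1055 *MZwnt11f2/slb* cells. Genes named in the text are the 9 whose level in these data the paper states, other panel genes, *wnt11f2*, and the 5 largest and 5 smallest log2 ratios among genes with at least 100 UMIs in the class, mitochondrial genes left out; for this ranking counts of 0 to 3 were set to the floor. *lmo2*, *szl* and *bmp4* were chosen after their values were seen. Of the panel, 1 gene counts in the panel's summary values but is not reported here by itself.

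The intervals were tested on simulated data: in a simulated pair of libraries with the real profile and depth (8267 genes, 200 of them changed by a known fold), 96.5% of the changed genes' intervals held the true ratio and 95.6% of the unchanged genes' intervals held 0. In simulated cells with 1 hidden factor, all of the 50 most correlated genes belonged to it (8349 genes) and 9 of 9 genes fell in 1 module (8564 genes). All panel genes were put on that factor, and those of low level were raised, so this checks the code and not the real modules.

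Alternatives set before the data were examined were all cells of each library, the panel genes kept in the clustering, resolutions 0.5 and 2, no sample-wise correction, cells with at least 1000 UMIs and at most 10% mitochondrial UMIs, Scrublet calls removed, median-of-ratios scaling, the mean over cells of size-factor-normalized counts, thinned cells, a total without mitochondrial and ribosomal protein genes, other minimums and members of the panel, other list lengths and detection minimums, and other module settings. Added later were the unweighted graph, the class without cluster 0, each cluster at its wild-type share of UMIs, and 20 other seeds of the clustering. Names of neighbouring genes came from the RefSeq table of the GRCz12tu assembly, matched by symbol for 6802 of 7644 genes. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, igraph 0.11.9, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.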

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

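Each gene here lies outside those the paper discusses and was nearly absent from 1 of the libraries. The tests of the summed *rrm2* identifiers, of the direction in ectoderm-like cells and of *lmo2* at 1 depth were chosen after the results were seen; the test of the genome around *wnt11f2* was set before. Genotype, parents, clutch and library preparation coincide in this design.

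Identifiers that share the symbol *rrm2* changed in opposite directions. In meso-endoderm-like cells ENSDARG00000078069 fell from 6287 to 20 UMIs (log2 ratio −8.36), and ENSDARG00000020711 rose from 27 to 8546 UMIs (8.24). The summed UMIs, 6314 in wild type and 8566 in *MZwnt11f2/slb*, gave a log2 ratio of 0.37 (0.33 to 0.42), far less than either identifier. This is consistent with molecules of 1 gene being counted on another copy in each library, as a strain variant against the reference or reads shared between copies could bring about. The change in each identifier was alike in enveloping layer-like cells (−8.14 and 8.43). Whether the fish carry different copies was not tested.

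*si:ch211-114n24.6* rose from 6 to 5394 UMIs in the class, a log2 ratio of 9.75 (8.62 to 11.19). *BX511067.1* had 0 UMIs in wild type and 1280 in *MZwnt11f2/slb*, at least 407.6-fold higher with a floor of 3 counts over the class. Both belong to the 10 genes with the largest change, all of which (10 of 10) changed in the same direction in ectoderm-like cells. Depth alone cannot give these values, since the libraries' median depths differ far less than these genes do. A difference between the fish that is shared by these cell classes, such as a strain, a clutch or an annotation copy, may therefore lie behind them. The region around the mutated gene is another candidate explanation. The 50 measured genes on either side of *wnt11f2* had a median absolute log2 ratio of 0.28, at the 17.5th percentile of 4302 such windows. Only 3 of the 10 genes have a place in the reference table, 0 of them on that chromosome, so the check of the 10 genes is void and the region cannot be told apart from other differences between the fish. An effect of the genotype itself stays open.

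*lmo2* fell from 1322 to 19 UMIs over all cells, a log2 ratio of −6.22 (−6.96 to −5.57). Of the wild-type UMIs, 1259 came from enveloping layer-like cells, which in this clustering fell into a cluster with wild-type cells only (cluster 8, 695 cells, of which *lmo2* is the leading gene), a cluster with *MZwnt11f2/slb* cells only (cluster 16, 586 cells) and cluster 7 with both. Such clusters may reflect the library and not a cell type. In cluster 7, *lmo2* had 150 UMIs in wild type and 3 in *MZwnt11f2/slb*. With cells thinned to 1 depth the log2 ratio was −6.02 (−7.03 to −5.17). Thinning decides nothing here, because the ratio is scaled to total UMIs and the *MZwnt11f2/slb* library is the deeper one. Its median was 4595 UMIs per cell against 3874 in wild type, so lower depth could not bring about the fall. A strain or clutch difference, the preparation of the library and an effect of the genotype on the enveloping layer were not tested further.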

How the results depend on the processing

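The unweighted neighbour graph, the class without cluster 0, each cluster at its wild-type share of UMIs and the other seeds of the clustering were chosen after results were seen; the other settings were set before the data were examined. No paired analysis was possible because each genotype has 1 library and no result comes from a test. The causes of the shifts below were not tested unless stated.

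*lefty1* stayed within its counting interval under all 15 settings (−5.46 to −5.06). *fgf8a*, *gsc*, *chrd* and *sox32* stayed above 0 and *tbx16* below 0 under the same 15, though most of these values left the narrow counting intervals. *noto* went below 0 under 1 setting, *gata5* under 8, and *tbxta*, which had no direction in the main setting, lay below 0 under 12 and above 0 under 3. The panel median stayed above 0 under 18 settings (0.16 to 0.54), including panel minimums of 100 UMIs and of none and the panel without the 9 genes whose level the paper states. Counting intervals are therefore narrower than the uncertainty that comes from drawing the class.

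Redrawing the class moved many values, though fixing the cluster shares within it moved *gsc*, *chrd* and the panel median further. Removing the single cell that Scrublet called, 1 of 8862 wild-type cells, moved the mutant share of meso-endoderm-like cells from 24.2% to 27.7% and *tbxta* from 0.0037 to −0.22, so the shift comes from the clustering and not from doublets. With that cell removed, *fgf8a* was 0.42, *gsc* 1.11, *chrd* 0.84, *gata5* −0.12, *sox32* 0.14, *tbx16* −0.65 and the panel median 0.21. Over 20 other seeds of the same clustering the medians were 1.22 for *gsc*, 0.91 for *chrd*, 0.0039 for *gata5*, 0.29 for *sox32*, −0.078 for *tbxta*, −0.54 for *tbx16* and 0.31 for the panel, with 26.8% of *MZwnt11f2/slb* cells in the class. All 20 seeds put *tbxta* below 0 (−0.18 to −0.025), and *gata5* was below 0 with 9 seeds and above with 11. The main setting, whose seed 0 was fixed beforehand, lies above the range of the other seeds for all 9 genes and for the panel median (highest 0.41), so its values are at the upper end of what this clustering gives, and the medians over seeds are the better guide to size.

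At resolution 0.5, *fgf8a* was 0.54, *gsc* 1.17, *chrd* 0.91, *gata5* −0.032, *sox32* 0.24, *tbxta* −0.13, *tbx16* −0.59 and the panel median 0.30, with a mutant share of 27.8%. At resolution 2 they were 0.57, 1.17, 0.88, −0.053, 0.22, −0.11, −0.56 and 0.28, with 27.4%. With the panel genes kept in the clustering, *gsc* was 1.10, *chrd* 0.83, *noto* 0.53, *gata5* −0.039, *sox32* 0.23, *tbxta* −0.12, *tbx16* −0.57 and the panel median 0.29, with shares of 25.0% in wild type and 28.8% in *MZwnt11f2/slb*. Without the sample-wise correction, *fgf8a* was 0.50, *gsc* 1.13, *chrd* 0.72, *noto* −0.014, *gata5* −0.0079, *sox32* 0.25, *tbxta* −0.19, *tbx16* −0.56 and the panel median 0.28, with shares of 25.4% and 29.1%. With the filter on UMIs and mitochondrial share, which left out 1292 wild-type and 1601 *MZwnt11f2/slb* cells, *fgf8a* was 0.52, *gsc* 1.16, *chrd* 0.87, *noto* 0.71, *gata5* −0.053, *sox32* 0.28, *tbxta* −0.27, *tbx16* −0.63 and the panel median 0.30, with shares of 25.3% and 29.8%. On the unweighted graph, *gsc* was 1.20, *chrd* 0.85, *noto* 0.60, *gata5* 0.020, *sox32* 0.30, *tbxta* −0.054, *tbx16* −0.53 and the panel median 0.34, with a mutant share of 26.6%.

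Without cluster 0, *fgf8a* was 0.50, *gsc* 1.13, *chrd* 0.76, *gata5* −0.13, *sox32* 0.15, *tbxta* −0.14, *tbx16* −0.54 and the panel median 0.18. With each cluster at its wild-type share of UMIs, *gsc* was 0.29, *chrd* 0.014, *noto* 0.33, *gata5* −0.11, *sox32* 0.27, *tbxta* 0.13 and the panel median 0.16; by its construction this setting removes the larger part of axial cells in the mutant class. Over all cells, *fgf8a* was 0.40, *chrd* 1.20, *noto* 0.69, *tbxta* 0.16, *tbx16* −0.58 and the panel median 0.39.

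The mean over cells of size-factor-normalized counts gave 1.26 for *gsc*, 0.88 for *chrd*, 0.76 for *noto* and −0.51 for *tbx16*. Thinned cells gave 0.54 for *sox32* and −0.052 for *tbxta*. Median-of-ratios scaling gave 0.070 for *tbxta* and −0.41 for *tbx16*, and the total without mitochondrial and ribosomal protein genes left all 9 genes within their intervals.

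Without thinning, the share of cells with a UMI was 25.3% and 1.57% for *lefty1*, 13.6% and 23.1% for *fgf8a*, 8.11% and 11.1% for *noto* and 32.3% and 38.3% for *gata5* (wild type and *MZwnt11f2/slb*), 11.4% for *chrd* in wild type and 76.6% for *tbxta* in *MZwnt11f2/slb*. The list of 25 most correlated genes shared 56.0%, below the interval around the 74.0% of the list of 50. That interval treats the genes as independent, so it is no measure of the spread. The largest number of the 9 genes in 1 module was 4 in wild type at module resolution 2 and 7 in *MZwnt11f2/slb* at module resolution 0.5. The 10 genes with the largest change were the same 10 at a minimum of 30 UMIs.

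Depth limits *lefty1* in *MZwnt11f2/slb*, where 30 UMIs leave the log2 ratio between −5.70 and −4.60 from counting alone, and *gsc* in cluster 0, where it had 3 and 7 UMIs.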

Differences from the paper's values

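The paper's only stated number with a counterpart here, the cells targeted per library, was not far from the number of barcodes. The differences below are in directions that the paper states. The paper's own cell classes were not used here, and the classes used here were rebuilt and named from markers.

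The paper lists *tbxta* among the targets that are downregulated in *MZwnt11f2/slb* embryos. In the main setting the log2 ratio was 0.0037, with an interval of −0.038 to 0.046, and it was higher in cluster 0 (0.24) and lower in cluster 6 (−0.079). Of the 11 settings set before the data were examined, 9 lay below 0: the panel genes kept in the clustering (−0.12), resolution 0.5 (−0.13), resolution 2 (−0.11), no sample-wise correction (−0.19), the filter on UMIs and mitochondrial share (−0.27), the Scrublet call removed (−0.22), thinned cells (−0.052), the mean over cells of size-factor-normalized counts (−0.029) and the total without mitochondrial and ribosomal protein genes (−0.0017), the last 2 within the main interval. All cells (0.16) and median-of-ratios scaling (0.070) lay above 0. Of the settings chosen after seeing the values, the unweighted graph (−0.054), the class without cluster 0 (−0.14) and the median over 20 other seeds (−0.078) also lay below 0, and each kept *lefty1* and *tbx16* lower and *fgf8a*, *gsc*, *chrd* and *noto* higher; each cluster at its wild-type share of UMIs lay above 0 (0.13). The other gene that the paper calls downregulated, *tbx16*, was lower here too (−0.48), as was *lefty1* (−5.13), and the genes it calls upregulated were higher.

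The paper lists *sox32* among the unaffected targets. Here its log2 ratio was 0.45 (0.37 to 0.53) and above 0 under all 15 other settings, the lowest being 0.14 with the Scrublet call removed, though it was lower in the axial cluster 11 (−0.67). Its median over 20 other seeds of the clustering was smaller, at 0.29 (range 0.17 to 0.40). *gata5*, which the paper also lists as unaffected, was at 0.16 (0.056 to 0.27) in the main setting and at 0.0039 in the median over 20 other seeds, which were chosen after seeing the values.

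The paper states that a module with all curated targets was intact in both genotypes. In wild type all 9 genes whose level the paper states lay in 1 module, with 8 of them when genes in at least 5% of cells were used and 4 at module resolution 2. In *MZwnt11f2/slb* the largest number was 4 of the 8 that could be placed, and it was 7 at module resolution 0.5 and 4 at module resolution 2 and with genes in at least 5% of cells. Neither the main setting nor these 3 alternatives placed all 8 together. All of them used the class of the main setting, and modules were not drawn for the class of any other seed or clustering. Whether the genes would fall together in another drawing of the class is therefore open.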

Other observations

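The test of the genome around *lefty1* was set before its result was seen. The tests of the other panel genes, of the clusters and of the larger part of axial cells were chosen after the results were seen.

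*lefty1* fell by 5.13 on the log2 scale while most of the panel rose. The median log2 ratio of the other 18 panel genes was 0.54, which argues against a loss of Nodal-dependent transcription as a whole in this library; with each cluster at its wild-type share the panel median was lower but still above 0 (0.16). Over the clusters with at least 100 wild-type UMIs, the *lefty1* log2 ratio differed by 0.59, less than the counting intervals (−4.65, −6.29 to −3.39, in cluster 0 and −5.23, −5.88 to −4.65, in cluster 6). In cluster 11, with 56 and 1 UMIs, it was −7.17 (−12.50 to −4.64), an interval that overlaps the others but is too wide to show that the fall is of the same size there. A fall of like size in clusters 0 and 6 is consistent with a difference at the gene itself between the fish of the 2 libraries, such as a variant against the reference or another transcript end, to which 3′ counting is sensitive; it is also what a specific loss of *lefty1* transcription in these cells would give. The 10 measured genes on either side of *lefty1* had a median absolute log2 ratio of 0.26, at the 27.2th percentile of 6302 such windows, so no wider stretch of altered genes was seen, and a variant within the gene cannot be told apart from a change in transcription with these counts. The paper also imaged *lefty1* transcripts in other embryos with probes to the coding sequence, and those images were not analysed here. At the shield stage its cytoplasmic spots per cell did not differ significantly between *MZwnt11f2/slb* and wild type, while the ratio of nuclear to cytoplasmic spots did. The paper describes the lower early expression as starting to revert at later stages. Spots in marginal cells are another measure, so they do not decide between these explanations.

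*gsc*, *chrd* and *noto* were higher in the *MZwnt11f2/slb* class, and the axial cluster 11 made up 11.5% of that class against 5.39% in wild type. With each cluster at its wild-type share of UMIs, the log2 ratio was 0.29 for *gsc*, 0.014 for *chrd* and 0.33 for *noto*, each far below its value in the class. A candidate explanation for a large part of these rises is therefore a larger part of axial cells in the *MZwnt11f2/slb* library. Within cluster 11 the log2 ratio was 0.22 (0.060 to 0.39) for *gsc*, −0.15 (−0.23 to −0.076) for *chrd* and 0.70 (0.35 to 1.07) for *noto*. Outside it, *chrd* was higher in cluster 6 (0.49, 0.31 to 0.66), in cluster 0 (1.16, 0.61 to 1.74), in ectoderm-like cells (1.49) and in enveloping layer-like cells (1.88), and *gsc* was higher in cluster 6 (0.56, 0.094 to 1.04). *noto* was at −0.33 (−0.94 to 0.27) in cluster 6. At fixed cluster shares next to nothing of the net rise of *chrd* in the class is left, with the fall in cluster 11 against the rises in the other clusters, while *gsc* and *noto* keep a remainder. The cause of these remainders and of the rises outside the axial cluster was not tested. A share of cells in 1 library per genotype can differ with the dissociation, the exact stage of the embryos or the genotype, and the design does not separate these.

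Many genes outside the Nodal panel differed between the libraries in a like way in different cell classes. Over 7644 genes with at least 100 UMIs in the class, the central 95% of log2 ratios lay between −1.59 and 1.33. Across genes, which are not independent replicates, the log2 ratios in the class correlated with those in ectoderm-like cells at r = 0.933 (7480 genes) and with those in enveloping layer-like cells at r = 0.815 (5492 genes). The other genes with the largest change were *ftr90* (505 and 1 UMIs, log2 ratio −9.05, −14.35 to −6.56), *znf1156* (330 and 0 UMIs, at least 115.1-fold lower), *si:dkey-46g23.2* (328 and 4 UMIs), *rnps1* (325 and 4 UMIs), *olfcg2* (2 and 845 UMIs, 8.66, 6.80 to 11.70) and *zgc:173714* (2 and 213 UMIs). In enveloping layer-like cells *ftr90* had 36 and 24 UMIs, so its fall was not shared by every class.

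*szl* and *bmp4*, which lie outside the rule for named genes and were chosen after their values were seen, were lower in the *MZwnt11f2/slb* class. *szl* fell from 1278 to 157 UMIs, a log2 ratio of −3.09 (−3.34 to −2.85), and *bmp4* from 1218 to 690 UMIs, −0.89 (−1.02 to −0.75). In ectoderm-like cells the log2 ratios were −1.99 and −0.93. The clusters of the ectoderm-like class differ in size between the libraries, so these ratios can reflect the make-up of that class.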
